# Targeted rRNA depletion enables efficient mRNA sequencing in diverse bacterial species and complex co-cultures

**DOI:** 10.1128/msystems.00281-23

**Published:** 2023-10-19

**Authors:** Kellie A. Heom, Chatarin Wangsanuwat, Lazarina V. Butkovich, Scott C. Tam, Annette R. Rowe, Michelle A. O'Malley, Siddharth S. Dey

**Keywords:** bacterial mRNA sequencing, rRNA depletion, non-model microbial sequencing, fungal and bacterial co-cultures, lignocellulose deconstruction

## Abstract

Bacterial mRNA sequencing is inefficient due to the abundance of ribosomal RNA that is challenging to deplete. While commercial kits target rRNA from common bacterial species, they are frequently inefficient when applied to divergent species, including those from environmental isolates. Similarly, other methods typically employ large probe sets that tile the entire length of rRNAs; however, such approaches are infeasible when applied to many species. Therefore, we present EMBR-seq+, which requires fewer than 10 oligonucleotides per rRNA by combining rRNA blocking primers with RNase H-mediated depletion to achieve rRNA removal efficiencies of up to 99% in diverse bacterial species. Furthermore, in more complex microbial co-cultures between *Fibrobacter succinogenes* strain UWB7 and anaerobic fungi, EMBR-seq+ depleted both bacterial and fungal rRNA, with a fourfold improvement in bacterial rRNA depletion compared with a commercial kit, thereby demonstrating that the method can be applied to non-model microbial mixtures. Notably, for microbes with unknown rRNA sequences, EMBR-seq+ enables rapid iterations in probe design without requiring to start experiments from total RNA. Finally, efficient depletion of rRNA enabled systematic quantification of the reprogramming of the bacterial transcriptome when cultured in the presence of the anaerobic fungi *Anaeromyces robustus* or *Caecomyces churrovis*. We observed that *F. succinogenes* strain UWB7 downregulated several lignocellulose-degrading carbohydrate-active enzymes in the presence of anaerobic gut fungi, suggesting close interactions between two cellulolytic species that specialize in different aspects of biomass breakdown. Thus, EMBR-seq+ enables efficient, cost-effective, and rapid quantification of the transcriptome to gain insights into non-model microbial systems.

**IMPORTANCE:**

Microbes present one of the most diverse sources of biochemistry in nature, and mRNA sequencing provides a comprehensive view of this biological activity by quantitatively measuring microbial transcriptomes. However, efficient mRNA capture for sequencing presents significant challenges in prokaryotes as mRNAs are not poly-adenylated and typically make up less than 5% of total RNA compared with rRNAs that exceed 80%. Recently developed methods for sequencing bacterial mRNA typically rely on depleting rRNA by tiling large probe sets against rRNAs; however, such approaches are expensive, time-consuming, and challenging to scale to varied bacterial species and complex microbial communities. Therefore, we developed EMBR-seq+, a method that requires fewer than 10 short oligonucleotides per rRNA to achieve up to 99% rRNA depletion in diverse bacterial species. Finally, EMBR-seq+ resulted in a deeper view of the transcriptome, enabling systematic quantification of how microbial interactions result in altering the transcriptional state of bacteria within co-cultures.

## INTRODUCTION

Microbes remain one of nature’s largest and most diverse sources of biochemical transformations. Many bacterial processes, such as their ability to grow on unprocessed feedstocks, are interesting as their mechanisms for releasing sugars or other metabolites could lead to advances in bio-based fuels or other value-added chemicals (1–4). mRNA sequencing (mRNA-seq) provides an opportunity to gain insights into these biochemical reactions as it enables a quantitative and comprehensive view of the transcriptome, which underlies all biological activity. For example, mRNA-seq has been used to quantify the expression of proteins, transporters, and carbohydrate-active enzymes (CAZymes) that are upregulated by *Fibrobacter succinogenes* strain S85 during cellulose utilization compared with when grown on glucose (5). Furthermore, *F. succinogenes* and other cellulolytic strains have been isolated in nature from complex communities, such as the rumen microbiome, and therefore, it is also critical to characterize how interactions between different microbial species mutually tune their expression (6–8). An important aspect of these microbial communities is understanding how different community members utilize different classes of CAZymes to efficiently deconstruct biomass. CAZymes are classified based on biochemical function or sequence homology into six broad families [glycoside hydrolase (GH), glycosyltransferase (GT), polysaccharide lyase (PL), carbohydrate esterase (CE), auxiliary activities (AA), and carbohydrate binding module (CBM)], and the comparative CAZyme expression profiles of community members can help inform the design of engineered communities for bio-based energy solutions (9, 10). Thus, more broadly, efficient sequencing of mRNA from non-model bacteria in microbial consortia will enable a deeper understanding of the role of each member within complex communities and will provide opportunities to advance microbiome engineering for a variety of agricultural, environmental, or energy-related applications.

However, it is more challenging to perform mRNA-seq on bacteria and especially those that exist in co-cultures. This is because mRNA-seq is inherently inefficient in bacteria, due to limitations associated with removing ribosomal RNA. In eukaryotic species, the mRNA contains a poly-A tail at the 3′-end enabling poly-T primers to selectively reverse transcribe the mRNA and not the rRNA (11, 12). However, prokaryotic mRNA does not have a 3′-end poly-A tail, making it more challenging to uniquely capture mRNA compared with rRNA or other non-coding RNA molecules (13, 14). If left undepleted, rRNA can consume up to 90% of the sequencing data with uninformative reads, resulting in highly inefficient sequencing of mRNA (15, 16). Therefore, efficient, high-throughput and cost-effective rRNA depletion is key to obtaining high-resolution maps of gene expression programs in bacterial species.

To accomplish this, several commercial kits for prokaryotic rRNA depletion have been developed, including the Ribo-Zero Plus Microbiome rRNA Depletion Kit (Illumina), RiboMinus Bacteria 2.0 Transcriptome Isolation Kit (Thermo Fisher), and the NEBNext rRNA Depletion Kit for Bacteria (NEB). These kits leverage sequence-specific rRNA removal, which is highly efficient at depleting the target rRNA (Table S1). However, these kits are limited by the breadth of their probe sets, which restricts their application in diverse microbial systems. Furthermore, the cost of these kits typically ranges from approximately $30 to $80 per sample. In response to the lack of specificity to varied bacterial species and the high cost, many research groups have also developed methods for rRNA depletion. A majority of these methods employ either biotinylated oligonucleotides that hybridize with rRNA that are then removed using streptavidin-coated paramagnetic beads (17, 18) or oligonucleotides that hybridize with rRNA and act as a guide for RNase H-based enzymatic digestion (19–21). Similarly, CRISPR-Cas9-mediated degradation of rRNA has also been used to sequence bacterial mRNA (22). However, all these methods use large probe sets, typically up to hundreds of probes per bacterial species, to achieve depletion along the full length of each rRNA subunit. An alternative approach to large oligonucleotide or guide RNA arrays is to use the terminator 5′-phosphate-dependent exonuclease, which selectively degrades rRNA containing 5′-monophosphate ends while having minimal activity on mRNA molecules with 5′-triphosphate ends (23). However, this method has previously been shown to be less efficient at depleting rRNA compared with the other techniques discussed above (24, 25) (Table S1).

To overcome challenges associated with the high cost and the time-intensive activity of developing large probe sets for every new bacterial species profiled, we previously published a method, EMBR-seq (Enriched mRNA by Blocked rRNA) (25), that only requires three to four 30-nt primers per rRNA species (approximately nine primers per bacterial species) for rRNA depletion. EMBR-seq used a combination of 3′-end polyadenylation of prokaryotic mRNA together with specifically designed blocking primers to prevent the downstream amplification of rRNA molecules. In this study, we have developed a significantly improved method, EMBR-seq+, that integrates our previous method with RNase H-based digestion to deplete rRNA at high efficiencies while still employing fewer than 10 oligonucleotides for each rRNA species. In addition, we show that EMBR-seq+ can be easily applied to diverse bacterial species, and compared with EMBR-seq, EMBR-seq+ enables rapid iterations in probe design without having to restart experiments from total RNA to deplete rRNA from microbial species with poorly annotated genomes and unknown rRNA sequences. We demonstrate this in a co-culture system of anaerobic bacteria and fungi native to the rumen microbiome and show that EMBR-seq+ is instrumental in providing deeper coverage of the bacterial transcriptome. In particular, for these bacterial-fungal co-cultures, we found that the RNase H step enabled EMBR-seq+ to outperform both EMBR-seq and RNase H-based depletion alone in terms of rRNA depletion efficiency. Finally, we also investigate transcriptional changes in the bacteria grown under monoculture or co-culture conditions to gain a deeper understanding of how cell-cell interactions between microbial species affect the CAZyme expression profile in these bacteria. In summary, EMBR-seq+ is a highly efficient, high-throughput, and cost-effective platform for sequencing bacterial mRNA that also allows for rapid improvements in probe design to deplete rRNA from poorly annotated and non-model microbial species.

## RESULTS

### EMBR-seq+ combines blocking primers and RNase H digestion to efficiently deplete rRNA

EMBR-seq+ builds off the EMBR-seq method we have previously developed, in which rRNA depletion is achieved using a small set of short blocking primers designed to hybridize at the 3′-end of 16S, 23S, and 5S rRNA in the bacterial species of interest (Fig. 1A). Briefly, in EMBR-seq, total RNA is polyadenylated in the presence of the rRNA blocking primers to preferentially polyadenylate mRNA. The blocking primers not only target the 3′-end of rRNA but also a few “hotspot” locations that are enriched with reads within the rRNA sequence (Table S2). For *E. coli*, the hotspots present in the “No depletion” control library are targeted and efficiently depleted in the other libraries using hotspot-specific blocking primers (see inset in Fig. 1B). Next, a poly-T primer containing a sample barcode, Illumina RA5 sequence, and T7 promoter in its overhang is used to reverse transcribe the polyadenylated molecules. Subsequently, the reverse transcription product is converted to cDNA and then amplified by *in vitro* transcription (IVT) using the T7 polymerase. As a majority of the rRNA molecules are reverse transcribed by the blocking primers instead of the poly-T primers, rRNA-derived cDNA molecules lack a T7 promoter and are therefore excluded from amplification during IVT. The resulting amplified RNA (aRNA) is converted to the final Illumina library by incorporating the Illumina RA3 sequence during a subsequent reverse transcription step followed by addition of the Illumina P5 and P7 adapters during PCR (Fig. 1A).

**Fig 1:**
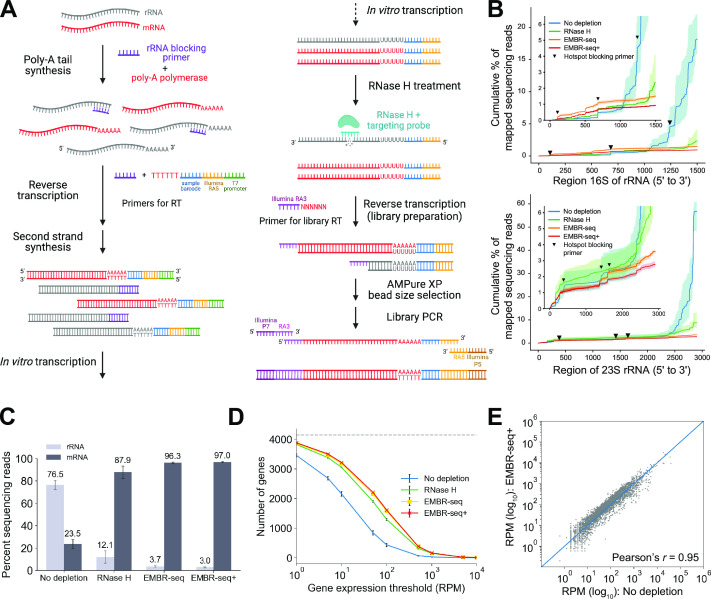
EMBR-seq+ depletes rRNA from *E. coli* total RNA at high efficiency without introducing technical biases using a small number of rRNA-specific probes. (**A**) Schematic for EMBR-seq+ shows that a combination of blocking primers and RNase H-based targeting is used to deplete rRNA. This panel was generated using Biorender.com. (**B**) Cumulative percentage of reads mapping along *E. coli* 16S and 23S rRNA for different depletion methods. Bold lines indicate mean values, and shaded regions indicate the minimum and maximum over three independent experiments. Inverted triangles indicate location of hotspot regions targeted by blocking primers. Insets highlight the depletion of reads from hotspot locations along the 16S and 23S rRNA sequence. (**C**) Percent of sequencing reads mapping to rRNA and mRNA in *E. coli*. Bars indicate mean values and error bars indicate standard deviations over three independent experiments. rRNA depletion in the “RNase H,” “EMBR-seq,” and “EMBR-seq+” conditions is all statistically significant from the “No depletion” condition (permutation test, *P* < 10^−5^). (**D**) Number of genes detected above different gene expression thresholds for *E. coli*. Points indicate mean values, and error bars indicate standard deviations over three independent experiments. (**E**) Correlation of gene expression between the “No depletion” and “EMBR-seq+” conditions (Pearson’s *r* = 0.95). Reads per million (RPM) is computed after removal of rRNA reads. The *x*- and *y*-coordinates of each point indicate mean values over three independent experiments in the two conditions. For consistent comparison across methods and to control for the variability in sequencing depth across samples, panels B and D show data that have been downsampled to 1 million sequencing reads.

In EMBR-seq+, we introduced an additional RNase H treatment step to specifically target the remaining rRNA-derived molecules that are present in the aRNA after IVT. In this step, 50-nt ssDNA probes are hybridized near the junction of the Illumina RA5 adapter with the rRNA sequence, with additional probes targeting three to four hotspot locations along the rRNA-derived aRNA molecules. The probes form aRNA-DNA duplexes on the rRNA-derived aRNA molecules which are selectively degraded with RNase H, resulting in either the removal of the Illumina RA5 adapter at the 5′ end of these molecules or the generation of very short fragments that are excluded during the downstream PCR amplification or size selection steps, respectively, thereby preventing their incorporation into the final Illumina library. As the RNase H treatment is performed on aRNA molecules to cleave the partial RA5 Illumina adapter, EMBR-seq+ requires only three to four ssDNA probes per rRNA species (approximately nine per bacterial species) compared with most other RNase H-based depletion methods that typically need to tile the entire rRNA molecules with up to hundreds of ssDNA probes per bacterial species (17–22). After RNase H treatment, the rRNA-depleted aRNA is reverse transcribed and then amplified with PCR to obtain the final Illumina libraries (Fig. 1A). We tested two enzymes and reaction temperatures: (i) Invitrogen RNase H at 16°C and (ii) Hybridase Thermostable RNase H at 45°C. We found that for both the “RNase H” only and EMBR-seq+ libraries, the rRNA depletion efficiency was very similar with the two RNase H enzymes and decided to proceed with the Invitrogen RNase H for all subsequent experiments (Fig. S1).

As proof-of-principle, we first applied these methods to *E. coli* where rRNA was depleted to 12.1% of the sequenced reads when treated with RNase H alone and to 3.7% with EMBR-seq and 3% with EMBR-seq+, suggesting that the combined use of blocking primers and RNase H depletion in EMBR-seq+ can remove most of the rRNA-derived molecules from the sequencing libraries (Fig. 1C). This efficiency of rRNA depletion in EMBR-seq+ is similar to that achieved by other methods and commercial kits (Table S1). 

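*E. coli* was grown at 37°C for 4 hours, and 100 ng of total RNA went into each of 12 libraries, 3 each of No depletion, RNase H, EMBR-seq and EMBR-seq+. The authors had aligned read 2 with BWA to the coding sequences of assembly ASM584v2 and to the 16S, 23S and 5S rRNA, and the processed files list reads per gene. Between 50 and 76 genes per library carry a value that is not whole, so the values were taken to be expected counts and rounded before testing. The counting program is not given in the sources used here. A median of 2531087 reads was counted in No depletion (1665591 to 2602726), 1330790 in RNase H (1310404 to 1551346), 2262951 in EMBR-seq (2240392 to 2338055) and 1833315 in EMBR-seq+ (1454913 to 1877470). Medians of 543301, 1190691, 2168475 and 1786412 of these reads lay on mRNA. Content of rRNA was the percentage of counted reads on the 3 rRNA, and groups were compared by a two-sided exact permutation test of 3 against 3 libraries, whose smallest possible p is 0.1. Genes were compared on mRNA counts with edgeR's quasi-likelihood test, trimmed mean of M values scaling and Benjamini-Hochberg adjustment. A gene was called where |log2FC| was above 1.5, adjusted p below 0.05 and RPM above 2 in at least 1 library, which are the thresholds the paper sets for bias.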

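In *E. coli*, rRNA made up 76.5 ± 4.15% of counted reads in No depletion, 13.6 ± 5.76% in RNase H, 3.78 ± 0.602% in EMBR-seq and 2.79 ± 0.482% in EMBR-seq+ (mean ± SD, n = 3). Relative to No depletion these means were 5.64-, 20.2- and 27.4-fold lower, and no depleted library reached the lowest No depletion library, at 71.7% (two-sided exact permutation test, p = 0.1 for each method, the smallest possible). EMBR-seq+ was 4.86-fold below RNase H without overlap (exact p = 0.1) and 1.35-fold below EMBR-seq with overlapping libraries, 2.47 to 3.35% against 3.21 to 4.41% (exact p = 0.2). Leaving out replicate 3 moved the RNase H mean the most, to 10.2%, and the order of the 4 methods stayed. By subunit, 16S rRNA took 18.6% of No depletion reads and 0.545 ± 0.103% of EMBR-seq+ reads, and 23S rRNA 57.5% and 2.20 ± 0.378%. The 5S rRNA took 0.373 ± 0.129% in No depletion, 1.69 ± 0.263% in RNase H, 0.0270 ± 0.00357% in EMBR-seq and 0.0444 ± 0.00330% in EMBR-seq+. Per mRNA read, 5S rRNA changed by a log2 ratio of 0.35 from No depletion to RNase H (exact p = 0.7), whereas 16S and 23S rRNA fell by 4.94 and 4.58. The sign of the 5S rRNA value rests on the libraries of replicate 3, which rose from 0.00793 to 0.0237 reads per mRNA read. Replicate 1 fell from 0.0210 to 0.0155 and replicate 2 from 0.0212 to 0.0200. From the low rRNA share left by each method, the paper proposes that blocking primers and RNase H together can remove most rRNA-derived molecules (Fig. 1C).

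**Figure D1:**
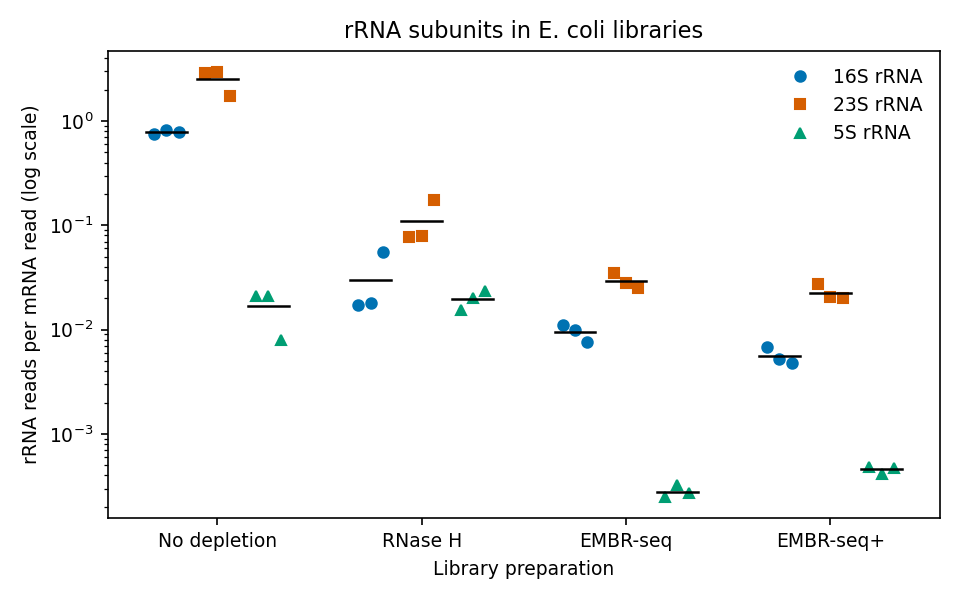
Reads of 16S, 23S and 5S rRNA per mRNA read in the 12 *E. coli* libraries, on a log axis, by library preparation. Each point is 1 library and each line the mean of 3; in RNase H the 5S rRNA points lie level with No depletion while the 16S and 23S rRNA points lie below it.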

In the libraries in which only RNase H was used for rRNA depletion, no blocking primers were added during the poly-A tail synthesis and initial reverse transcription step. Similarly, in the “No depletion” control, neither blocking primers nor RNase H depletion was performed. Furthermore, as expected, for the same sequencing depth, increased depletion of rRNA in EMBR-seq+ resulted in the detection of the most unique genes above every expression threshold over three orders of magnitude (Fig. 1D). 

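After thinning each *E. coli* library to 1000000 counted reads, rRNA included, 3922 ± 6.03 genes reached 1 RPM in EMBR-seq+, against 3544 ± 51.9 in No depletion, 3879 ± 8.89 in RNase H and 3889 ± 6.03 in EMBR-seq (mean ± SD, n = 3). At 10 RPM the counts were 3219 ± 8.74, 2165 ± 97.3, 3052 ± 26.9 and 3182 ± 17.7 in the same order, and at 100 RPM they were 1618 ± 16.6, 441 ± 72.7, 1296 ± 36.5 and 1569 ± 18.9. At all 3 thresholds the EMBR-seq+ libraries lay above every library of each other method (two-sided exact permutation test, p = 0.1 each, the smallest possible; 0.157 after Benjamini-Hochberg adjustment over 36 comparisons of No depletion, RNase H and EMBR-seq with EMBR-seq+). The gain over EMBR-seq was 32.3, 37.7 and 49.0 genes. Of the 9 thresholds from 1 to 10000 RPM, EMBR-seq+ alone had the highest mean at 7, tied with another method at 5000 RPM, and was below EMBR-seq and RNase H at 10000 RPM, where 6 ± 1 genes remained in EMBR-seq+, 9 ± 1 in EMBR-seq and 7 ± 0 in RNase H. Expressing RPM without rRNA reads and without thinning moved the gain over No depletion at 10 RPM the most, from 1055 to 142 genes.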

Finally, gene expression levels quantified by EMBR-seq+ were highly correlated to the “No depletion” libraries (Pearson *r* = 0.95), suggesting that the use of blocking primers and RNase H in EMBR-seq+ does not introduce technical biases (Fig. 1E; Table S3). Similarly, the transcriptomes obtained from EMBR-seq and EMBR-seq+ were highly correlated, suggesting that RNase H-based depletion in EMBR-seq+ does not introduce technical biases (Table S3). Collectively, these experiments show that EMBR-seq+ can efficiently deplete rRNA from bacterial total RNA without introducing technical artifacts to quantify the transcriptome at high depth.

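Across 3939 *E. coli* genes with reads in both groups, Pearson r of log10 mean RPM between No depletion and EMBR-seq+ was 0.955. Requiring at least 10 reads in every library moved this value the most, to 0.904. Between single libraries of No depletion and EMBR-seq+, r ran from 0.920 to 0.938, while replicates within No depletion gave 0.947 to 0.954 and within EMBR-seq+ 0.982 to 0.986. Mean RPM differed by more than 2-fold for 22.1% of genes. Testing each of 3941 genes called 170, 16 higher and 154 lower in EMBR-seq+ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); DESeq2 called 179, and dropping the log2FC threshold, the alternative that moved the count the most, gave 1208, 564 higher and 644 lower. The lowest were ABP93456, from 57.5 ± 4.03 RPM in No depletion to 2.19 ± 0.576 RPM in EMBR-seq+ (log2FC = −4.97, SE 0.338, adjusted p = 1.05e-07), and AAC76660, from 1200.0 ± 203 to 121 ± 2.08 RPM (log2FC = −3.65, SE 0.141, adjusted p = 1.19e-09). The highest were AAC73174 (log2FC = 3.77, SE 1.04, adjusted p = 0.0132) and AAC75770 (log2FC = 3.41, SE 0.958, adjusted p = 0.0146), each with 0.933 RPM on average in No depletion and no read in 2 of its 3 libraries. Leaving out No depletion replicate 2 raised the adjusted p of AAC73174 to 0.0569 and of AAC75770 to 0.0567, and leaving out No depletion replicate 3 raised that of AAC75770 to 0.0667. The protein accessions are given without gene names, since no name table for *E. coli* was at hand.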

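EMBR-seq and EMBR-seq+ gave r = 0.989 over 4035 *E. coli* genes, and 3.57% of genes differed by more than 2-fold in mean RPM. No gene was called between these methods (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 899 genes had unadjusted p below 0.05, and DESeq2 also called 0. Without the log2FC threshold 432 genes passed, 160 higher and 272 lower in EMBR-seq+. RNase H alone against No depletion called 1 gene, with 379 at unadjusted p below 0.05, whereas EMBR-seq against No depletion called 22 higher and 131 lower.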

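Out of every 1000000 reads counted in *E. coli*, 235488 were on mRNA in No depletion, 864353 in RNase H, 962214 in EMBR-seq and 972078 in EMBR-seq+ (means of 3 libraries). The paper concludes from the rRNA content, the genes detected and the correlations that EMBR-seq+ depletes rRNA efficiently without technical artifacts.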

### EMBR-seq+ can be easily applied in distant prokaryotic species

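The primer list of Table S2 holds 9 blocking primers for each bacterial species, 4 against 16S, 4 against 23S and 1 against 5S rRNA. RNase H probes number 8 for *E. coli* (4 against 16S and 4 against 23S, none against 5S rRNA), 9 for *G. metallireducens* (4, 4 and 1) and 10 for *F. succinogenes* strain UWB7 (5, 4 and 1). A further 5 probes in the list target the rRNA of *C. churrovis*.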

EMBR-seq+ requires fewer than 20 ssDNA oligonucleotides per bacterial species (fewer than 10 blocking primers and fewer than 10 probes for RNase H depletion) to deplete 16S, 23S, and 5S rRNA, and therefore, it is easy and inexpensive to customize the method for any species of interest (Table S2). We tested EMBR-seq+ on *Fibrobacter succinogenes* strain UWB7, a strain of cellulolytic bacteria isolated from cow rumen, and *Geobacter metallireducens*, a strain that reduces Fe(III) oxide and can exhibit syntropy with methanogens via direct interspecies electron transfer (26–28). 

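Monocultures of *F. succinogenes* strain UWB7 were grown at 39°C for 24 hours and *G. metallireducens* at 30°C, with 3 libraries of each of the 4 preparations per species. Files of *G. metallireducens* (coding sequences of ASM1292v1) hold expected counts like those of *E. coli*, with 85 to 107 genes per library not whole, and files of *F. succinogenes* (IMG gene identifiers) hold whole counts. In *G. metallireducens* a median of 4071151 reads was counted in No depletion (1236287 to 5271001), 1894453 in RNase H (1436617 to 2235090), 1041066 in EMBR-seq (1038746 to 1065945) and 1528943 in EMBR-seq+ (1182420 to 2965841), with mRNA medians of 811685, 686715, 1025997 and 1505184. In *F. succinogenes* the medians were 2527858 (1871265 to 2786614), 2593212 (1508423 to 4842633), 2050405 (1225178 to 2179410) and 1472837 (1391946 to 2761339), with mRNA medians of 434109, 1968197, 1871784 and 1388922. One *G. metallireducens* library whose title and description name different preparations was taken as EMBR-seq+, since EMBR-seq already has its 3 libraries. A further 3 *G. metallireducens* entries, second parts of EMBR-seq replicates 2 and 3 and EMBR-seq+ replicate 2, are listed without a file, and whether their reads are in the files of those replicates is not known. Tests and thresholds were those used for *E. coli*; *G. metallireducens* names came from RefSeq through protein accessions, and *F. succinogenes* genes are printed by identifier.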

When employing EMBR-seq, rRNA was depleted to 10.3% in *F. succinogenes* strain UWB7 and 3.1% in *G. metallireducens* while EMBR-seq+ depleted rRNA to 7.6% in *F. succinogenes* strain UWB7 and 1.1% in *G. metallireducens*, highlighting the improved efficiency of rRNA depletion when combining blocking primers and RNase H digestion in EMBR-seq+ (Fig. 2A). Furthermore, as with *E. coli*, custom-designed blocking primers and RNase H probes were key to efficiently depleting rRNA reads from hotspot loci observed in the “No depletion” controls for both *F. succinogenes* strain UWB7 and *G. metallireducens* (Fig. 2B; Fig. S2A). 

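No depletion libraries held 80.8 ± 3.24% rRNA in *F. succinogenes* and 82.8 ± 2.37% in *G. metallireducens* (mean ± SD, n = 3). RNase H left 23.2 ± 0.949% and 62.0 ± 4.16%, EMBR-seq 10.3 ± 2.20% and 3.14 ± 1.57%, and EMBR-seq+ 7.61 ± 2.12% and 1.13 ± 0.606%. These are 3.48-, 7.83- and 10.6-fold reductions in *F. succinogenes*, and 1.34-, 26.3- and 73.1-fold reductions in *G. metallireducens* (two-sided exact permutation test, p = 0.1 for each, the smallest possible, without overlap). Between EMBR-seq+ and EMBR-seq the libraries overlapped in both species, with means 1.35-fold (exact p = 0.3) and 2.78-fold (exact p = 0.3) apart. Over all 24 EMBR-seq and EMBR-seq+ libraries of the 4 data sets, *E. coli* and the *C. churrovis* co-culture included, EMBR-seq+ differed from EMBR-seq by a mean log2 ratio of −0.72, or 1.65-fold (permutation within data set, p = 0.00706). The same contrast in percentage points, the alternative that moved it the most, was −3.59 (exact p = 0.136 by the same permutation, which leaves out pairing by number). A paired test was not run in percentage points. Libraries of the same number pair in these 2 preparations, each EMBR-seq+ library lay below its EMBR-seq pair in all 4 data sets, and on the log2 scale with a replicate block the exact p was 0.000488. In *G. metallireducens* RNase H, 16S rRNA took 18.0 ± 9.19% of reads against 10.3% in No depletion, and per mRNA read it changed by a log2 ratio of −0.39 (exact p = 0.5), while 23S rRNA changed by −1.91 (exact p = 0.1). From the lower rRNA share in EMBR-seq+ the paper draws an improved efficiency when blocking primers and RNase H digestion are combined.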

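At 1000000 counted reads, genes at 10 RPM or more in *F. succinogenes* numbered 2202 ± 80.7 in No depletion, 2767 ± 2.52 in RNase H, 2782 ± 12.1 in EMBR-seq and 2776 ± 15.0 in EMBR-seq+ (mean ± SD, n = 3). For *G. metallireducens* they numbered 2240.0 ± 114, 2750.0 ± 23.0, 3103 ± 16.5 and 3104 ± 14.6. EMBR-seq+ lay above No depletion without overlap at 1, 10 and 100 RPM, by 121, 574 and 1220.0 genes in *F. succinogenes* and 162, 864 and 1230.3 in *G. metallireducens* (two-sided exact permutation test, p = 0.1 each, the smallest possible). RPM here counted rRNA reads, so less rRNA alone raises the RPM of every gene. With RPM computed without rRNA reads and without thinning, the difference turned negative at 10 RPM in *F. succinogenes* and at 100 RPM in *G. metallireducens*. Against EMBR-seq the differences at 1, 10 and 100 RPM were 11.3 (exact p = 0.3), −5.67 (p = 0.5) and 1 (p = 0.9) in *F. succinogenes*, and 0.667 (p = 1), 1.33 (p = 1) and −32 (p = 0.6) in *G. metallireducens*. By replicate number, all 3 *G. metallireducens* pairs were lower in EMBR-seq+ at 100 RPM (exact permutation within pairs, p = 0.25, the smallest that 3 pairs can give). Among 9 thresholds, EMBR-seq+ alone had the highest mean at 6 in *F. succinogenes* and 4 in *G. metallireducens*, and EMBR-seq alone at 2 and 4.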

Consistent with the improved rRNA depletion, an increased number of unique genes was detected in EMBR-seq+ above every expression threshold for both *F. succinogenes* strain UWB7 and *G. metallireducens* (Fig. 2C; Fig. S2B). 

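Pearson r of log10 mean RPM between No depletion and EMBR-seq+ was 0.940 over 3097 genes of *F. succinogenes* and 0.965 over 3436 genes of *G. metallireducens*, with 15.8% and 8.93% of genes more than 2-fold apart. Between EMBR-seq and EMBR-seq+ r was 0.991 in each species. Gene by gene, 4 of 3103 *F. succinogenes* genes were higher and 224 lower in EMBR-seq+ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 240 genes by DESeq2). Without the log2FC threshold 566 were higher and 634 lower. Gene 2706042565 fell from 467 ± 89.4 to 21.6 ± 7.05 RPM (log2FC = −4.54, SE 0.203, adjusted p = 6.24e-07) and gene 2706044602 from 245 ± 71.4 to 18.7 ± 3.80 RPM (log2FC = −3.89, SE 0.286, adjusted p = 2.56e-05). Genes 2706043633 (log2FC = 3.02, SE 0.946, adjusted p = 0.0262) and 2706043644 (log2FC = 2.69, SE 0.930, adjusted p = 0.0401) rose, but neither had a read in 2 of the No depletion libraries and DESeq2 called neither. Both also lost their call without No depletion replicate 2 (adjusted p = 0.0998 and 0.157) or 3 or EMBR-seq+ replicate 1 or 2, and gene 2706043633 without EMBR-seq+ replicate 3. In *G. metallireducens*, 3 of 3421 genes were called, all lower, with 542 at unadjusted p below 0.05; DESeq2 called 9 higher and 7 lower, and a replicate block 41 higher and 11 lower. They were mscL (1429.8 ± 236 to 301 ± 63.9 RPM, log2FC = −2.11, SE 0.205, adjusted p = 0.00613), GMET_RS01770 (1175 ± 268 to 240 ± 97.8 RPM, log2FC = −2.16, SE 0.266, adjusted p = 0.0161) and GMET_RS00710 (log2FC = −1.72, SE 0.184, adjusted p = 0.00702), the last named after its values were seen. Calls dropped to 2 without No depletion replicate 1, to 1 without No depletion replicate 3 and to 0 without EMBR-seq+ replicate 2 or 3, and rose to 115 without EMBR-seq+ replicate 1 (69 higher, 46 lower).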

Finally, when compared with the “No depletion” controls, the blocking primers and RNase H probes did not introduce technical bias in the quantification of gene expression in EMBR-seq+ (Pearson *r* = 0.94 and *r* = 0.97 for *F. succinogenes* strain UWB7 and *G. metallireducens*, respectively) (Fig. 2D; Fig. S2C; Table S3). These results show that the design of a small number of short probes in EMBR-seq+ can be used to easily extend the method with high efficiency to varied bacterial species.

**Fig 2:**
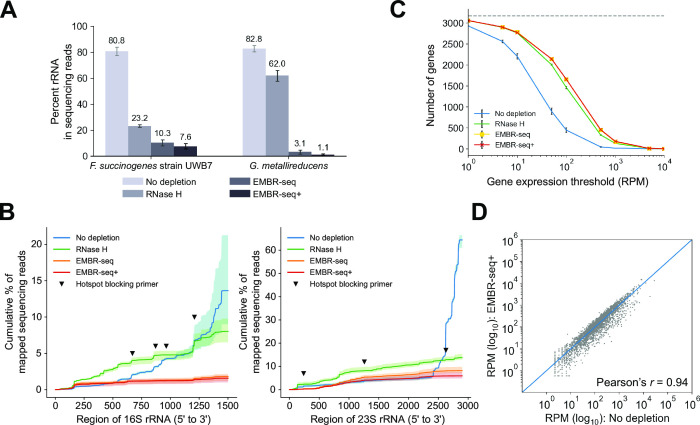
EMBR-seq+ can be easily extended to diverse bacterial species. (**A**) Percent of sequencing reads mapping to rRNA in *F. succinogenes* strain UWB7 and *G. metallireducens* for different rRNA depletion methods. Bars indicate mean values and error bars indicate standard deviations over three independent experiments. rRNA depletion in the “RNase H,” “EMBR-seq,” and “EMBR-seq+” conditions is statistically significant from the “No depletion” condition (permutation test, *P* < 10^−5^). (**B**) Cumulative percentage of reads mapping to 16S and 23S rRNA of *F. succinogenes* strain UWB7 for different rRNA depletion methods. Bold lines indicate mean values, and shaded regions indicate the minimum and maximum over three independent experiments. Inverted triangles indicate the location of hotspots targeted by blocking primers. (**C**) Number of genes detected above different gene expression thresholds for *F. succinogenes* strain UWB7. Points indicate mean values, and error bars indicate standard deviations over three independent experiments. (**D**) Correlation of gene expression between the “No depletion” and “EMBR-seq+” conditions for *F. succinogenes* strain UWB7 (Pearson’s *r* = 0.94). RPM is computed after removal of rRNA reads. The *x*- and *y*-coordinates of each point indicate mean values over three independent experiments in the two conditions. For consistent comparison across methods and to control for the variability in sequencing depth across samples, panels B and C show data that have been downsampled to 1 million sequencing reads.

### EMBR-seq+ enables efficient prokaryotic mRNA sequencing in a fungal-bacterial co-culture system

Next, we aimed to apply EMBR-seq+ to more complex systems that mimic microbial communities in nature, such as co-cultures of bacteria with different fungal species. As an example, anaerobic organisms isolated from the rumen microbiome are particularly interesting because of their ability to grow on raw, unprocessed substrates such as grass and depolymerize lignocellulose, a feature attributed to carbohydrate-active enzymes found in their genomes. *F. succinogenes* is an extensively studied cellulolytic bacterial species, because it is frequently identified in rumen samples and found to encode a large number of CAZymes in its genome (5, 6, 26, 29–32). More recently, anaerobic gut fungal genomes have also been discovered to be exceptionally abundant with CAZymes (33–35). As these species exist in consortia in nature rather than in isolation, understanding interactions between different species is key to gaining insights into their function in native environments and for engineering stable microbial systems *in vitro* (36–38). A previous study examined transcriptomic changes to the anaerobic gut fungi *Anaeromyces robustus* or *Caecomyces churrovis* when cultured together with *F. succinogenes* strain UWB7 compared with monoculture conditions and identified several novel components of the fungal secondary metabolism that were upregulated in co-culture (37). This study focused primarily on the remodeling of the fungal transcriptome induced by the presence of bacteria; however, this work did not characterize transcriptional changes in the bacteria *F. succinogenes* strain UWB7 in co-culture with *A. robustus* due to two technological limitations associated with (i) the low abundance of bacterial RNA compared with the fungi and 2(ii) the lack of efficient bacterial rRNA depletion.

To overcome these limitations, we focused on capturing the bacterial transcriptome by applying EMBR-seq+ to two independent co-cultures of *F. succinogenes* strain UWB7 with different anaerobic gut fungal partners, *A. robustus* or *C. churrovis* (34, 39, 40). 

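Of these co-cultures only the one with *C. churrovis* is analysed here; no file of the *A. robustus* co-culture was at hand. Co-cultures grew at 39°C, the fungus for 72 hours and the bacterium for 48 hours of them, whereas the monocultures grew for 24 hours. Co-culture RNA was depleted of polyadenylated transcripts before library preparation, and monoculture RNA was not. The 4 preparations had 3 libraries each, and the files hold whole counts on *F. succinogenes* strain UWB7 coding sequences and its rRNA only. A median of 4677666 reads was counted in No depletion (2881141 to 6271799), 3525907 in RNase H (2648495 to 4193385), 1723973 in EMBR-seq (1333537 to 2397253) and 2768874 in EMBR-seq+ (2177525 to 3081674). On mRNA the medians were 459630.0 (381822 to 577830), 1906272 (1437621 to 2641583), 1388147 (755185 to 1565372) and 1900510 (1858759 to 2281079).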

In our initial co-culture experiments with *F. succinogenes* strain UWB7 and *A. robustus*, we applied EMBR-seq to total RNA extracted from co-culture pellets [denoted as “Unprocessed total RNA (EMBR-seq)”] to find only 11.8% of the mapped reads derived from the bacteria with the remaining 88.2% of reads derived from the fungi (Fig. 3A and B). We hypothesized that this large excess of fungal reads in our data set is derived from an initial overabundance of fungal RNA in the co-culture total RNA pellets and a lack of targeting to deplete fungal RNA in EMBR-seq+. As our goal was to characterize the transcriptome of *F. succinogenes* strain UWB7 within the co-culture at high resolution, we aimed to deplete the fungal mRNA and rRNA. We first used poly-T magnetic beads to deplete polyadenylated fungal mRNA prior to applying EMBR-seq, resulting in a library [denoted as “Poly-A depleted (EMBR-seq)”] with 24.9% bacteria reads.

**Fig 3:**
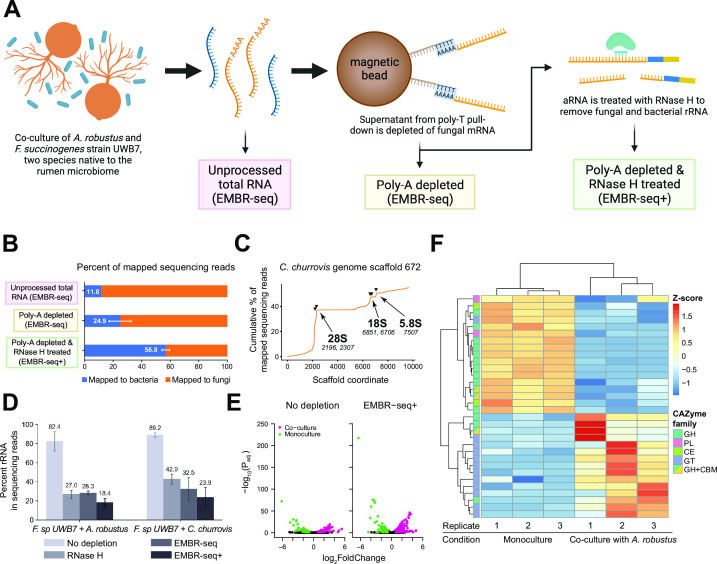
EMBR-seq+ efficiently depletes rRNA of *F. succinogenes* strain UWB7 grown in co-culture with *A. robustus*. (**A**) Schematic of fungal mRNA and rRNA removal from co-culture-derived total RNA samples for more efficient bacterial mRNA sequencing. This panel was generated using Biorender.com. (**B**) Percentage of reads mapping to the bacterial and fungal genomes using the three strategies described in panel A: total RNA isolated from co-culture pellets treated with EMBR-seq to remove bacterial rRNA [“Unprocessed total RNA (EMBR-seq)”], fungal poly-adenylated mRNA-depleted total RNA treated with EMBR-seq to remove bacterial rRNA [“Poly-A depleted (EMBR-seq)”], and “Poly-A depleted (EMBR-seq)” library additionally treated with RNase H to remove fungal and bacterial rRNA [“Poly-A depleted & RNase H treated (EMBR-seq+)”]. For the “Unprocessed total RNA (EMBR-seq)” library, *n* = 1. For “Poly-A depleted (EMBR-seq)” and “Poly-A depleted & RNase H treated (EMBR-seq+)” libraries, *n* = 3. Bars indicate mean values, and error bars indicate standard deviation from the mean. (**C**) Cumulative percentage of sequencing reads from the “Poly-A depleted (EMBR-seq)” library that align to the *C. churrovis* genome scaffold 672. The three rRNA hotspots were inferred to be the 3′-ends of 18S, 28S, and 5.8S rRNA for *C. churrovis*. Black inverted triangles and italicized text indicate target locations of the five RNase H probes used for fungal rRNA depletion in the EMBR-seq+ libraries. (**D**) Percent of sequencing reads mapping to the rRNA of *F. succinogenes* strain UWB7 for different depletion methods when grown in co-culture with *A. robustus* or *C. churrovis*. All four samples are poly-A depleted to remove fungal mRNA. Bars indicate mean values, and error bars indicate standard deviation over three independent experiments. For co-cultures of *F. succinogenes* strain UWB7 and *A. robustus*, rRNA depletion in the “RNase H,” “EMBR-seq,” and “EMBR-seq+” conditions is statistically significant from the “No depletion” condition (permutation test, *P* < 0.05). For co-cultures of *F. succinogenes* strain UWB7 and *C. churrovis*, rRNA depletion in the “RNase H,” and “EMBR-seq+” conditions is statistically significant from the “No depletion” condition (permutation test, *P* < 0.05). (**E**) Volcano plot of differentially expressed genes of *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture with *A. robustus*, for the “No depletion” condition and after rRNA depletion using EMBR-seq+. *n* = 3 for both culture conditions and for both the library preparation conditions. Colored points indicate differentially expressed genes, determined by thresholds of |log_2_ (fold change)| > 0.8, *P*_adj_ < 0.05, and RPM > 2. (**F**) Heatmap of differentially expressed CAZymes in *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture with *A. robustus*. Genes are colored on the left side of the heatmap based on the CAZyme family they are associated with.

To increase the fraction of bacterial reads beyond the 2.1-fold achieved over “Unprocessed total RNA (EMBR-seq),” we next attempted to deplete the fungal rRNA. However, as with many non-model microbes, a major challenge was that the rRNA sequences were not annotated for either of the fungal genomes. Therefore, we first mapped the sequencing data from the “Poly-A depleted (EMBR-seq)” sample against the reference genome scaffolds and identified a series of adjacent pileups of mapped reads on the same scaffold that were spaced apart according to the expected sizes of the 18S, 28S, and 5.8S eukaryotic rRNA subunits (Fig. 3C). Thus, we inferred that the three genomic loci on this scaffold correspond to the fungal rRNA subunits and designed five RNase H probes to specifically deplete the RNA transcribed from these locations (Table S2). We also aligned our probe sequences against the rRNA annotations of another closely related fungal species, *Orpinomyces* sp. OUS1, and confirmed that they align to the 3′-ends of 18S, 28S, and 5.8S rRNA (41). By combining the upstream poly-A bead-based fungal mRNA depletion prior to EMBR-seq+ with the RNase H-based fungal rRNA depletion during EMBR-seq+ [denoted as “Poly-A depleted & RNase H treated (EMBR-seq+)”], we were able to successfully increase the percentage of bacterial reads in the final sequencing libraries to 56.8%, a 1.75-fold improvement over previous work (Fig. S3A) (37). We hypothesize that we still obtained reads mapping to the fungal genome due to the following reasons. First, the RNase H probes to deplete fungal rRNA were designed based on putative rRNA sequences resulting from our scaffold mapping-based approach. The lack of experimentally validated rRNA annotation may have led to suboptimal RNase H probe designs and less efficient rRNA depletion. Second, our poly-T pull down may not have captured a small fraction of fungal mRNA, resulting in these molecules being sequenced. Third, we mapped our sequencing reads to the entire fungal genome, rather than the coding transcriptome as these genomes are not well annotated resulting in transcriptome references that are likely incomplete. However, a consequence of this, together with the poly-adenylation step in EMBR-seq+, is that we potentially also sequenced and mapped non-polyadenylated non-coding RNA. Nevertheless, our combined fungal RNA depletion approach enabled us to effectively enrich bacterial RNA from our co-cultures. Furthermore, we also applied these two fungal depletion treatments to the co-culture of *F. succinogenes* strain UWB7 with *C. churrovis* to observe a similar enrichment of bacteria-derived reads to 41.3% in EMBR-seq+, suggesting that this is a robust approach to quantify the bacterial transcriptome in complex microbial communities (Fig. S4 and S5). More generally, the fungal rRNA depletion strategy demonstrates that the RNase H digestion component of EMBR-seq+ enables rapid iterations of probe designs; this step is implemented on a small amount of amplified aRNA, an intermediate product in EMBR-seq+, thereby offering a convenient approach to circumvent the need to prepare new libraries from total RNA or re-grow the co-cultures.

After successfully enriching for bacterial RNA from bacteria-fungal co-cultures, we next quantified the depletion of bacterial rRNA within these co-cultures. 

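In the *C. churrovis* co-culture, rRNA of *F. succinogenes* made up 89.2 ± 2.18% of bacterial reads in No depletion, 42.9 ± 5.09% in RNase H, 32.5 ± 12.1% in EMBR-seq and 23.9 ± 10.2% in EMBR-seq+ (mean ± SD, n = 3). Each depleted group lay below No depletion without overlap, by 2.08-, 2.74- and 3.74-fold (two-sided exact permutation test, p = 0.1 for each, the smallest possible). EMBR-seq+ libraries, at 12.7 to 32.9%, lay below all RNase H libraries, at 37.0 to 45.9% (exact p = 0.1), and overlapped the EMBR-seq libraries, at 19.5 to 43.4% (p = 0.4). Each EMBR-seq+ library was lower than the EMBR-seq library of the same number, and on average 8.66 percentage points separated the 2 groups. From EMBR-seq+ having the lowest rRNA of the 3 depleted preparations the paper takes the combination of blocking primers and RNase H as effective in co-culture.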

As before, we observed that EMBR-seq+ resulted in the highest depletion of *F. succinogenes* strain UWB7 rRNA compared with “RNase H” or “EMBR-seq” for both co-culture systems, demonstrating that the combination of blocking primers and RNase H digestion is highly effective in depleting bacterial rRNA (Fig. 3D). Furthermore, the rRNA depletion efficiency of EMBR-seq+ was significantly improved over a previous transcriptomic study using the same co-culture pairings (5.1- and 3.9-fold increased rRNA depletion for co-cultures with *A. robustus* and *C. churrovis*, respectively) (Fig. S3). Similarly, compared with the other methods, we observed that EMBR-seq+ detected the most genes above all expression thresholds and did not introduce technical bias in quantifying gene expression levels (Fig. S6). 

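With *C. churrovis*, genes at 1, 10 and 100 RPM or more after thinning to 1000000 bacterial reads numbered 3054 ± 13.0, 2718 ± 51.6 and 1423 ± 109 in EMBR-seq+, and 2849 ± 22.2, 1734 ± 83.9 and 224 ± 64.6 in No depletion (mean ± SD, n = 3; two-sided exact permutation test, p = 0.1 at each, the smallest possible). RPM here counted rRNA reads, so less rRNA alone raises the RPM of every gene. Computed without rRNA reads and without thinning, the difference from No depletion turned negative at 10 and 100 RPM. EMBR-seq gave 3035 ± 26.0, 2678 ± 77.4 and 1352 ± 145 genes, overlapping EMBR-seq+ at each threshold (exact p = 0.4, 0.6 and 0.6). By replicate number, all 3 pairs were higher in EMBR-seq+ at each of these thresholds (exact permutation within pairs, p = 0.25, the smallest that 3 pairs can give). EMBR-seq+ alone had the highest mean at 8 of 9 thresholds and tied at 10000 RPM. Mean expression in No depletion and EMBR-seq+ correlated at r = 0.974 over 3099 genes, with 6.58% of genes more than 2-fold apart. Of 3103 genes tested, 15 were called, all lower in EMBR-seq+ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 486 at unadjusted p below 0.05 and 29 called by DESeq2). The 2 largest decreases were in gene 2706042565 (117 ± 57.3 to 10.7 ± 1.48 RPM, log2FC = −3.44, SE 0.393, adjusted p = 0.00803) and gene 2706043365 (71.7 ± 32.3 to 15.2 ± 6.34 RPM, log2FC = −2.25, SE 0.414, adjusted p = 0.0378), the second not called without EMBR-seq+ replicate 1 or 2. The count was 32 without No depletion replicate 1, 7 without EMBR-seq+ replicate 1 or 2, and 0 without replicate 3 of either method.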

Overall, these results show that EMBR-seq+ can be easily adapted to efficiently enrich for bacterial mRNA from complex microbial communities.

### Differential gene expression between monocultures and co-cultures

After establishing that EMBR-seq+ can provide a detailed view of bacterial gene expression programs within co-cultures, we next wanted to characterize the transcriptional response of *F. succinogenes* strain UWB7 in the presence of the two different strains of anaerobic fungi. To accomplish this, we used DESeq2 to perform differential gene expression analysis for *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture. 

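The monoculture and *C. churrovis* co-culture libraries of each preparation, 3 against 3, were compared on mRNA counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and DESeq2 was run beside it. Genes were called where |log2FC| was above 0.8, adjusted p below 0.05 and RPM above 2 in at least 1 library, as in the paper. The 228 genes that differed between No depletion and EMBR-seq+ in monoculture were then left out of the calls, as the paper does with its own list. Here log2FC is co-culture over monoculture, so that a positive value is upregulated in co-culture. Same-numbered monoculture and co-culture libraries did not pair in their expression, so the comparison was unpaired, with a replicate block as an alternative. Genes are printed by IMG identifier, matched to the locus numbers of Tables S6 and S7 through a constant difference of 2706042537 that Table S5 shows. Culture and polyadenylated RNA depletion, and culture and growth time, changed together in every comparison. By the paper's methods, the monocultures were also started from an older bacterial seed culture than the co-cultures. In RNase H and EMBR-seq+ libraries the RNase H probe mix changed with culture too, since fungal probes were added for co-culture.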

While 140 genes were upregulated for *F. succinogenes* strain UWB7 in monoculture and 128 genes were upregulated in co-culture with *A. robustus* for the “No depletion” data sets, we identified 224 upregulated genes in monoculture and 374 upregulated genes in co-culture for the “EMBR-seq+” data sets (Fig. 3E, Fig. S7 and S8). 

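With *C. churrovis*, No depletion called 111 genes upregulated in monoculture and 169 upregulated in co-culture out of 3121 tested, and EMBR-seq+ called 147 and 257 out of 3079 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 113 and 158 in No depletion and 149 and 246 in EMBR-seq+. Dropping the log2FC threshold moved the EMBR-seq+ counts the most, to 479 and 556. When the 228 genes were kept, No depletion called 223 and 174, so that the share upregulated in co-culture was 43.8% instead of 60.4%. In EMBR-seq+ that share was 61.0% instead of 63.6%. Without monoculture replicate 3, No depletion called 70 genes upregulated in monoculture. The 2 lists shared 184 genes, none with opposite signs, and log2FC correlated at r = 0.610 over 3075 genes. Of the 220 genes called in EMBR-seq+ only, 89.1% had the same sign in No depletion. The largest increases in EMBR-seq+ were in gene 2706043786 (78.3 ± 15.5 to 639 ± 133 RPM, log2FC = 3.16, SE 0.189, adjusted p = 2.72e-06) and gene 2706043785 (67.2 to 439 RPM, log2FC = 2.83). Among the largest decreases were gene 2706044465 (400.5 ± 119 to 34.1 ± 8.64 RPM, log2FC = −3.41, SE 0.251, adjusted p = 1.05e-05) and gene 2706045574 (4.63 ± 1.56 to 0.355 ± 0.307 RPM, log2FC = −3.52), the latter with log2FC = 0.75 in No depletion.

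**Figure D2:**
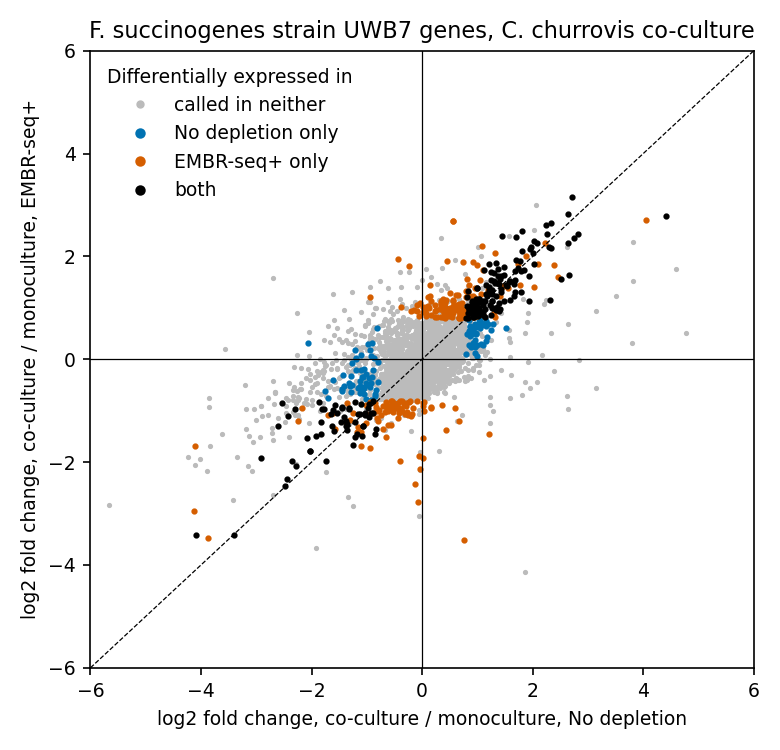
log2FC between *C. churrovis* co-culture and monoculture of each *F. succinogenes* strain UWB7 gene, in No depletion (horizontal axis) and EMBR-seq+ (vertical axis). Points are genes, coloured by the method that called them, and the dashed line marks equal values; the 184 genes called by both lie in the lower left and upper right parts.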

We observed similar robust results for experiments with *C. churrovis*, with 113 genes upregulated in monoculture and 158 genes upregulated in co-culture for the “No depletion” data sets, while bacterial RNA enriched and rRNA depleted data sets obtained from EMBR-seq+ displayed 247 upregulated genes in monoculture and 149 upregulated genes in co-culture (Fig. S7 and S9a; Table S4). While the relative trends between monoculture and co-culture conditions were consistent, we observed that the biological replicates for the co-cultures showed some variation, possibly due to the increased complexity of the interactions between species that might depend on their relative abundances. Therefore, to ensure consistency, all the monoculture and co-culture replicates were prepared from the same seed cultures of *A. robustus*, *C. churrovis*, and *F. succinogenes* strain UWB7, and we followed the same experimental timeline for all the experiments.

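Among *C. churrovis* co-culture replicates, Pearson r of log10 RPM was 0.924 to 0.961 in No depletion, 0.959 to 0.982 in RNase H, 0.959 to 0.978 in EMBR-seq and 0.971 to 0.984 in EMBR-seq+. Monoculture replicates gave 0.945 to 0.964 in No depletion and 0.986 to 0.987 in EMBR-seq+. Leaving out 1 library at a time, EMBR-seq+ called 124 to 183 genes upregulated in monoculture and 228 to 282 upregulated in co-culture.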

To better understand the deconstruction of carbon substrates by *F. succinogenes* strain UWB7, we used dbCAN2 (42, 43) to predict CAZyme annotations in the bacterial transcriptome. Within dbCAN2, we performed three predictive searches: (i) HMMER against the dbCAN database, (ii) DIAMOND against the CAZy database, and (iii) HMMR against the dbCAN_sub database. One hundred ninety-one genes were predicted to be CAZymes in at least two out of the three tools, and we found that 189 of these genes were expressed with an RPM of at least 2 in all the monocultures and co-culture replicates. Notably, in co-cultures with both *A. robustus* and *C. churrovis*, CAZymes represented a substantial fraction of the differentially regulated genes. For example, of the 191 CAZyme genes, 32 (17%) were differentially expressed, with 17 upregulated in monoculture and 15 upregulated in co-culture with *A. robustus* (Fig. 3F). In addition to CAZymes, *F. succinogenes* strain UWB7 also upregulated several molecular chaperones and components of toxin-antitoxin systems when grown in co-culture with either fungal species (Table S5). 

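Table S7 lists 25 CAZyme genes for *C. churrovis*, and 24 of them were among the 404 genes called in EMBR-seq+ here, 10 upregulated in monoculture and 14 in co-culture. The paper took that list from the same libraries, so this overlap is no independent support for it. CAZyme genes outside that list were not counted. The files carry no annotation, and the further genes that Table S7 lists for *A. robustus* only were not looked up. The *A. robustus* libraries are not analysed here.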

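Table S5 holds 18 genes, 13 of them marked as upregulated with *C. churrovis*, and all 13 were called in EMBR-seq+ with log2FC of 0.83 to 2.43 (median 1.14). The paper marked these genes from the same libraries, so their calls here check the re-analysis and are no independent support. Among chaperones, HSP20 2706044623 rose from 390.1 ± 50.3 to 1927 ± 954 RPM (log2FC = 2.43, SE 0.292, adjusted p = 0.000189), GrpE 2706044006 from 122 ± 16.2 to 579 ± 254 RPM (log2FC = 2.37, SE 0.293, adjusted p = 0.000215), DnaK 2706044012 from 1301 ± 123 to 3667 ± 1346 RPM (log2FC = 1.63, SE 0.222, adjusted p = 0.000395) and HtpG 2706044417 from 167 ± 21.2 to 421 ± 132 RPM (log2FC = 1.46, SE 0.201, adjusted p = 0.000405). These p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. GroEL 2706044346 rose from 466 ± 63.0 to 757 ± 133 RPM (log2FC = 0.84, SE 0.152, adjusted p = 0.00202), and log2FC was 0.73 without monoculture replicate 2 and 0.66 without co-culture replicate 2. DnaJ 2706044013, at log2FC = 0.66 (adjusted p = 0.00612), was not called. Among toxin-antitoxin genes, YafQ 2706043743 rose from 58.3 ± 9.22 to 115 ± 16.5 RPM (log2FC = 1.10, adjusted p = 0.00051), although its log2FC in No depletion was −0.04. The 4 called DinJ genes, 2706044762, 2706043744, 2706043976 and 2706042676, had log2FC of 1.38, 1.23, 1.14 and 1.02, against 1.21, 0.14, 1.10 and 1.35 in No depletion. AbiEii 2706043162 and AbiEi 2706043163 had 0.87 and 0.83, against 0.43 and 0.35 in No depletion. The AbiE values were 0.60 and 0.61 without co-culture replicate 2, and 0.77 for AbiEii 2706043162 without monoculture replicate 2 and for AbiEi 2706043163 without monoculture replicate 3. Of the 5 genes not marked for *C. churrovis*, none was called, and 2 of them were among the 228 left out. The paper states from Table S5 that molecular chaperones and toxin-antitoxin components rise in co-culture.

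**Figure D3:**
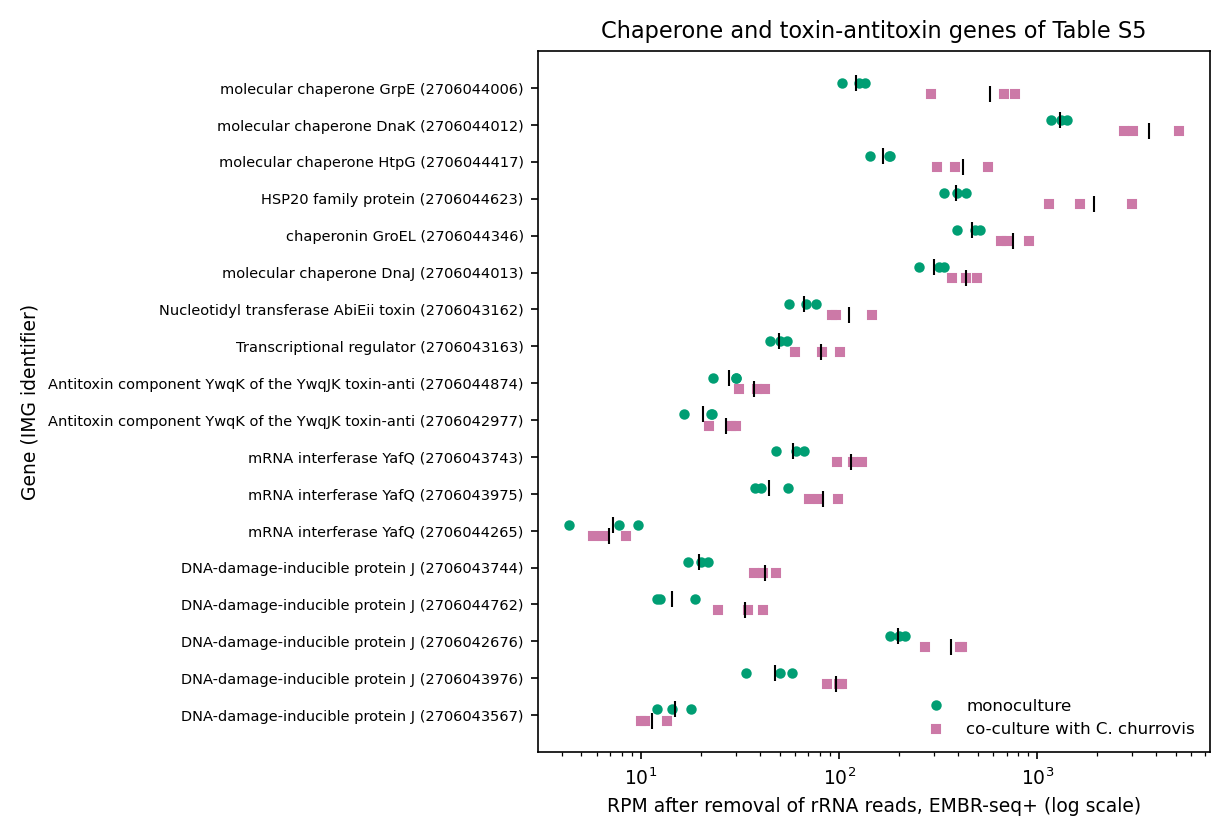
RPM after removal of rRNA reads in each EMBR-seq+ library for the 18 genes of Table S5, on a log axis. Circles are 3 monoculture libraries, squares 3 *C. churrovis* co-culture libraries and bars their means; GrpE and HSP20 show the widest separation.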

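Table S6 marks 9 transporter genes as upregulated in co-culture with *C. churrovis*, and here all 9 had positive log2FC in EMBR-seq+, from 0.56 to 1.53 (median 0.78). Those marks come from the same libraries, so their recurrence is no independent support. All 9 passed the Table S6 thresholds of |log2FC| above 0.5 and adjusted p below 0.1, and 4 passed those used for the gene counts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 were an ABC transporter ATP-binding protein, 2706045173 (52.3 ± 1.42 to 138 ± 46.7 RPM, log2FC = 1.53, SE 0.228, adjusted p = 0.000678), an outer membrane beta-barrel protein, 2706043927 (596 ± 28.4 to 1150.4 ± 205 RPM, log2FC = 1.09, SE 0.146, adjusted p = 0.000359), an efflux RND transporter adaptor subunit, 2706043194 (171 ± 13.2 to 317 ± 51.1 RPM, log2FC = 1.02, SE 0.132, adjusted p = 0.000287), and an ammonium transporter, 2706044002 (4159 ± 183 to 7558 ± 2485 RPM, log2FC = 1.01, SE 0.215, adjusted p = 0.00468, with 0.67 without co-culture replicate 1). In No depletion gene 2706043194 had log2FC = −0.39, and its co-culture effect differed between the methods by 1.40 (adjusted p = 0.0329 for the interaction, a test whose count of genes changed with single libraries). Of the 8 other genes in the table, 2706045172 (log2FC = 0.60, among the 228 left out; −0.89 in No depletion), TolC gene 2706044438 (log2FC = 0.50) and, in the opposite direction, 2706044617 (log2FC = −1.80, adjusted p = 0.0829; 0.127 with DESeq2) passed the 0.5 and 0.1 thresholds. With the thresholds used for the gene counts 2706044617 was called only without co-culture replicate 2, at −2.53, and 2706043942 had log2FC = −0.58 (adjusted p = 0.123).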

Finally, many of the transporters found by Swift et al. to be upregulated in co-culture were also upregulated in our EMBR-seq+ data sets (Table S6) (37). Overall, this expression profile highlights elements of stress response in the bacteria in the presence of the anaerobic gut fungi.

Interestingly, in monoculture and co-culture, the bacteria upregulated different subclasses of CAZymes. In monoculture, *F. succinogenes* strain UWB7 upregulated a number of lignin-active CAZymes in the glycoside hydrolase, polysaccharide lyase, carbohydrate esterase, and carbohydrate binding module subclasses (Fig. 3F; Table S7). Conversely, in co-cultures, the bacteria did not upregulate as many CAZymes in these classes and instead upregulated CAZymes in the glycosyl transferase subclass. While the GH, PL, and CE classes represent enzymes that hydrolyze or cleave different types of bonds found in lignocellulose, the functions of GT enzymes include forming new glycosidic bonds to modify or polymerize sugars (9). The GT enzymes found to be upregulated in the bacteria in co-culture have predicted functions for cell wall biosynthesis, suggesting that the cells could be incorporating sugars in their peptidoglycan layers. Thus, the dramatic transcriptomic shift away from lignocellulose breakdown observed in *F. succinogenes* strain UWB7 in the presence of anaerobic fungi highlights that the interaction between these two species, which are both known to be efficient lignocellulose degraders, substantially alters the bacterial response. Furthermore, out of the thousands of microbial members identified in the cattle rumen, members of the Fibrobacteres phylum have been found to devote the largest proportion of their proteome towards carbohydrate metabolism; therefore, the downregulation of several lignocellulose-modifying CAZymes in the presence of fungi potentially suggests that *A. robustus* releases sugars in such great excess that the *F. succinogenes* strain UWB7 redirects their efforts away from sugar hydrolysis (6, 44). Overall, these findings suggest that *F*. succinogenes strain UWB7 may not need to reach their full lignocellulose-degrading potential in this co-culture system, and from an engineering perspective, a more efficient bioreactor might pair either the *F. succinogenes* strain UWB7 or the *A. robustus* with another organism that has complementary behavior, such as the ability to ferment sugars or produce fatty acid products (10, 45, 46).

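Of the 11 CAZyme genes that Table S7 lists as upregulated in monoculture against *C. churrovis* co-culture, 10 were called here in that direction, with log2FC between −3.43 and −0.84 in EMBR-seq+. The other, GT2 gene 2706043879, fell from 256 ± 18.0 to 134 ± 31.8 RPM (log2FC = −0.79, adjusted p = 0.00484), just short of the 0.8 threshold, which it passed with DESeq2, with DESeq2's size factors, with a replicate block, and without replicate 1 or 3 of either culture. All 14 genes listed as upregulated in co-culture were called, with log2FC from 0.82 to 1.44 (median 0.92; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among them were 5 GT genes, of which GT2 2706044249 rose from 50.9 to 127 RPM (log2FC = 1.44, SE 0.172, adjusted p = 0.00018) and GT35 2706043122 from 920.0 to 2053 RPM (log2FC = 1.30). Several listed genes near the threshold lost their call when single libraries were left out, among them PL1 gene 2706043225 (0.66 without co-culture replicate 2) and GT8 gene 2706043413 (0.63 without co-culture replicate 3, 0.79 without monoculture replicate 3). In No depletion 3 of the GT genes moved little, with log2FC of 0.14 for 2706044249, 0.07 for 2706043413 and 0.35 for 2706043175. Since Table S7 was drawn from these same EMBR-seq+ libraries, the calls of its genes here are no independent support.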

In the co-culture experiments with *C. churrovis*, a similar but less pronounced shift in CAZyme expression profile was observed for *F. succinogenes* strain UWB7 (Table S7; Fig. S9B). For example, compared with co-culture experiments with *A. robustus*, fewer GH CAZymes were upregulated in monoculture and a few GH genes were also upregulated in co-culture. These observations potentially reflect that co-cultures with different fungal strains result in altered substrate availability for *F. succinogenes* strain UWB7. This is consistent with recent work showing that *C. churrovis* does not release glucose and xylose in concentrations nearly as high as *A. robustus*, and the lower levels of excess reducing sugars could result in distinct signaling and transcriptome remodeling in the bacteria (46). This is likely due to the fact that *C. churrovis* lacks the rhizoid system found in most other anaerobic fungi, which limits its ability to degrade fibrous biomass (39, 40). Additionally, *F. succinogenes* strain UWB7 in co-culture upregulated a few xylan esterase genes CE6 and CBM+CE6 fusion genes. 

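With *C. churrovis*, 9 GH genes were upregulated in monoculture and 5 in co-culture. GH26 gene 2706044547 fell from 2842 ± 63.8 to 241 ± 36.1 RPM in co-culture (log2FC = −3.43, SE 0.141, adjusted p = 5.46e-07; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GH8 gene 2706044305 had log2FC = −1.73, GH11 gene 2706042986 −1.40, GH9 genes 2706045440 and 2706044804 −1.91 and −1.37, and GH5 genes 2706042959 and 2706045438 −0.94 and −0.92. In the other direction, GH16 gene 2706043465 rose from 789 ± 52.9 to 1819 ± 130.0 RPM (log2FC = 1.34, SE 0.110, adjusted p = 1.66e-05), GH8 gene 2706043983 had log2FC = 1.12, GH30+CBM6 gene 2706044706 0.98, GH43+CBM6 gene 2706044703 0.89 and GH5+CBM4 gene 2706043993 0.82. Of these, GH5 gene 2706042959 was at −0.74 and GH5+CBM4 gene 2706043993 at 0.57 without co-culture replicate 1, the latter also at 0.78 without monoculture replicate 1 and 0.80 without monoculture replicate 3, and GH43+CBM6 gene 2706044703 at 0.70 without co-culture replicate 2. Values for the *A. robustus* co-culture are not analysed here.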

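CE6 gene 2706044149 rose from 179 ± 24.7 RPM in monoculture to 309 ± 5.71 RPM in *C. churrovis* co-culture (log2FC = 0.93, SE 0.124, adjusted p = 0.000346; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CE6+CBM6 fusion genes went from 416 ± 39.1 to 704 ± 72.1 RPM for 2706044707 (log2FC = 0.89, SE 0.123, adjusted p = 0.000412) and from 451 ± 15.5 to 733 ± 108 RPM for 2706044708 (log2FC = 0.84, SE 0.136, adjusted p = 0.00106). Without co-culture replicate 1, log2FC of 2706044708 was 0.69, and without monoculture replicate 1 or co-culture replicate 2 that of 2706044707 was 0.80, each short of the threshold. These 3 were the carbohydrate esterase genes of the list.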

As these genes were not differentially expressed in co-culture with *A. robustus*, this result agrees with previous findings that *C. churrovis* is unique from other anaerobic fungi because it is a xylan-degrading specialist (39, 47, 48). Fibrobacteres do not have genes for xylan transport or metabolism, and previous work has suggested that their xylan machinery is used to gain access to cellulose (26); therefore, our result suggests a relationship wherein when grown on switchgrass with *C. churrovis*, there is either a direct or indirect benefit to the bacteria for expressing xylan esterase genes. These transcriptional responses in the bacteria highlight how high-quality mRNA-seq from EMBR-seq+ provides a detailed perspective of complex co-culture systems and contributes to our understanding of how these species interact both with each other and also with the substrate present.

## DISCUSSION

In this study, we have developed EMBR-seq+, a method that depletes rRNA in prokaryotic species at high efficiencies to enable cost-effective and improved mRNA sequencing. To accomplish this, EMBR-seq+ uses a combination of selective polyadenylation on mRNA molecules, blocking primers that prevent downstream amplification of rRNA molecules, and RNase H digestion targeted at rRNA-derived amplified RNA. Importantly, the method is designed to only require a single blocking primer per rRNA sequence at the 3′-end, together with three to four additional blocking primers at “hotspots” and three to four probes to direct RNase H digestion of rRNA. By requiring blocking primers and RNase H probe targets at only a few strategic locations, EMBR-seq+ is significantly easier to implement and less expensive and can be rapidly adapted to any bacterial species, compared with alternate methods that require large primer sets to tile the entire length of rRNA molecules (19–22).

A major change that we introduced in EMBR-seq+ compared with EMBR-seq is the inclusion of RNase H digestion downstream of IVT amplification. A key advantage of the RNase H treatment in EMBR-seq+ over other RNase H-based methods is that it is performed on IVT-amplified RNA rather than the starting total RNA; therefore, if the sequencing results from a previous run indicate the continued presence of one or more highly abundant rRNA fragments, additional RNase H probes can be designed and applied to the same IVT-amplified RNA without having to start again from total RNA, thereby significantly reducing experimental time. We demonstrate this approach in the depletion of fungal rRNA in the co-culture experiments (Fig. 3). Additionally, while many early bacterial single-cell RNA-seq methods lacked an rRNA depletion step, more recent reports employ CRISPR-Cas9-mediated rRNA depletion or the use of probes to only capture mRNA transcripts of interest (49–53). However, as the RNase H-based digestion strategy described in this work requires only a few probes per rRNA species, in the future, it could readily be integrated with single-cell RNA-seq methods that involve IVT-based amplification (54–57). In addition, the use of blocking primers to deplete rRNA can potentially also be scaled down to single cells as we previously showed that EMBR-seq efficiently depletes rRNA from as little as 0.02 ng input total RNA (25). This corresponds to a pool of ~200 single bacteria (assuming ~0.1 pg of RNA per bacterial cell) and is in line with the sensitivity requirements of the existing methods that employ combinatorial barcoding strategies (49, 51, 56, 57). Therefore, we anticipate that in the future EMBR-seq+ could potentially be applied to single cells, thereby adding to the growing toolkit for profiling individual bacterial cells.

In this study, we also showed that EMBR-seq+ can be applied to complex microbial communities, such as a co-culture system of anaerobic bacteria and fungi native to the rumen microbiome to deplete rRNA efficiently from both species. In a previous study, the Ribo-Zero Gold rRNA Removal Kit (Epidemiology) was used for rRNA depletion from the same bacterial and fungal co-cultures; however, rRNA reads contributed to more than 90% of the sequencing data, thereby requiring significantly higher sequencing depths to obtain sufficient coverage of the fungal and bacterial transcriptomes (37). This reduced depletion efficiency potentially arises from the kit’s lack of specificity towards non-model microbes due to sequence divergence, highlighting the importance of methods such as EMBR-seq+ that can be rapidly adapted to any species. Furthermore, in the aforementioned study, co-cultures of *A. robustus* and *F. succinogenes* strain UWB7 were sequenced to a depth of ~15 million reads to obtain only 20,000 bacterial mRNA reads, making it impractical to perform differential expression analysis on the bacterial RNA. In contrast, EMBR-seq+ libraries were sequenced to a depth of ~12 million reads to obtain ~1.9 million *F*. *succinogenes* strain UWB7 mRNA reads, representing a dramatic improvement in quantifying the bacterial transcriptome (Fig. S3). Overall, this demonstrates that the small number of probes required in EMBR-seq+ enables rapid application of this method to varied microbial species while retaining high rRNA depletion efficiency.

Finally, to gain new insights into how *F. succinogenes* strain UWB7 is affected in co-culture with anaerobic gut fungi, we used EMBR-seq+ to quantify transcriptional changes in the bacteria when transitioned from monoculture to co-culture conditions. In previous work, Swift et al. designed this co-culture system for the bacteria to exert pressure on the fungi and induce the production of fungal secondary metabolites; however, we found that the bacteria also exhibit a substantial stress response and changes to its gene expression program (37). We observed a transcriptional shift in the bacterial CAZyme profile, marked by a decrease in the expression of lignocellulose-active CAZymes in the presence of the anaerobic fungi. In agreement with this, a previous study showed that microbiome samples enriched in anaerobic fungi (including *A. robustus*) release excess reducing sugars in the growth supernatant that potentially acts as a nutrient source for other organisms in its environment (44, 46). Similarly, this is consistent with another previous finding where in fungal-dominated microbiome cultures (achieved by antibiotic treatment), antibiotic-resistant bacteria were found to survive on reed canary grass, despite the absence of CAZymes in their genomes (47). Thus, in general, efficient rRNA depletion using EMBR-seq+ enables a deeper view of the bacterial transcriptome to gain functional insights into the response of bacteria in complex cultures. Given the low cost, ease of design and efficiency of our method, we anticipate that high-throughput screens employing EMBR-seq+ will offer a strategy for rapidly understanding microbial interactions in diverse environmental systems.

## MATERIALS AND METHODS

### *E. coli* cell culture

Overnight cultures of *Escherichia coli MG1655* (ATCC: 700926) were inoculated into fresh LB medium at 1:1,000 and grown at 37°C with shaking (225 rpm). After 4 h, the cells reached the exponential growth phase (verified by OD_600_ measurement) and the culture was centrifuged at 3,000 × *g* and 4°C for 10 min. The media were removed, and the pellet was resuspended in PBS to a concentration of 10^7^ cells/µL. For RNA extraction, 5 × 10^7^ cells were added to 750 µL TRIzol, mixed, and stored at −20°C.

### *G. metallireducens* culture

Cultures of *Geobacter metallireducens* GS-15 (DSM 7210) were grown at 30°C in an anaerobic basal salt media (1.3 mM KCl, 4.6 mM NH_4_Cl, 4.4 mM NaH_2_PO_4_, and 30 mM NaHCO_3_) amended with 56 mM iron citrate and 20 mM acetate. Wolf’s vitamin mix (from DSMZ protocol 141) and metal reducer mineral mix (described by Bretschger et al.) were added from 100× stock to 1× final concentrations (58). All cultures were grown in 20 mL volumes in anaerobic serum vials from 1% culture transfers. Cultures were maintained in DMSO at −80°C when not in use. For harvesting the cells, 1 mL of culture was centrifuged at 8,000 × *g* and 4°C for 5 min to obtain a pellet. The media was removed and the pellet was resuspended in 750 µL of TRIzol, mixed, and stored at −20°C.

### *F. succinogenes* strain UWB7 monoculture and co-culture with anaerobic gut fungi

*Fibrobacter succinogenes* strain UWB7 monoculture and co-culture with anaerobic gut fungi were prepared based on the experimental protocol described by Swift et al. (37). *F. succinogenes* strain UWB7 was previously gifted by Garret Suen at the University of Wisconsin-Madison, with isolation of the strain described by Neumann and Suen (59). The anaerobic gut fungi *Anaeromyces robustus* and *Caecomyces churrovis* were previously isolated via reed canary grass enrichment from fecal pellets of a Churro sheep at the Santa Barbara Zoo (33, 34, 39).

*F. succinogenes* strain UWB7, *A. robustus*, and *C. churrovis* were cultivated at 39°C using standard anaerobic techniques (60). Cultures were prepared with a CO_2_ headspace in Hungate tubes containing 9.0 mL of a modified formulation (MC-) of complex medium C (61), containing 0.25 g/L yeast extract, 0.5 g/L Bacto Casitone, and 7.5 vol% clarified rumen fluid, along with 0.1 g/L of substrate: Avicel PH-101 (Sigma-Aldrich, St. Louis, MO) or milled switchgrass (gift from the U.S. Department of Agriculture). Avicel PH-101 substrate was used for bacterial passaging, whereas switchgrass substrate was used for fungal passaging. After autoclaving, the MC- medium was supplemented with 0.1% (vol/vol) vitamin solution (ATCC, catalogue no. MD-VS) per 10 mL of final culture volume, as described by Teunissen (62). Each passaging Hungate tube was inoculated with 1.0 mL of cryostock or live inoculum culture, with cultures passaged anaerobically using the sterile syringe needle technique every 2–4 days.

In order to inoculate the *F. succinogenes* strain UWB7 monocultures and co-cultures, seed cultures of *F. succinogenes* strain UWB7, *A. robustus*, and *C. churrovis* were prepared. The *F. succinogenes* strain UWB7 seed culture was prepared by adding 1.0 mL of passaging tube inoculum to a serum bottle containing 40 mL of MC- and 0.4 g of Avicel PH-101. The seed culture of *F. succinogenes* strain UWB7 was incubated at 39°C for 24 h for co-culture inoculum and incubated for a total of 48 h for UWB7 monoculture inoculum. *A. robustus* and *C. churrovis* seed cultures were prepared by adding 1.0 mL of appropriate passaging tube inoculum to serum bottles containing 40 mL of MC- and 0.4 g of switchgrass. The fungal seed cultures were incubated at 39°C for 24 h before 1.0 mL inocula was used to inoculate co-culture Hungate tubes with 8.0 mL MC- and 0.1 g switchgrass (*t* = 0 h) in triplicate. The gut fungi were allowed to grow at 39°C for 24 h (*t* = 24 h) before 1.0 mL of *F. succinogenes* strain UWB7 seed inoculum was introduced. The *A. robustus-F. succinogenes* strain UWB7 co-cultures and *C. churrovis-F. succinogenes* strain UWB7 co-cultures were incubated for an additional 48 h (*t* = 72 h) before samples were harvested for RNA-seq. These experiments were performed in triplicate. *F. succinogenes* strain UWB7 monocultures were prepared by adding 1.0 mL seed culture inocula to Hungate tubes with 9.0 mL MC- and 0.1 g switchgrass. *F. succinogenes* strain UWB7 monocultures were then incubated at 39°C for 24 h before samples were harvested for RNA-seq. This experiment was performed in triplicate. The final contents of each co-culture and monoculture Hungate tube were transferred to 15 mL Falcon tubes (Fisher Scientific, Waltham, MA) and centrifuged at 3,200 × *g* and 4°C using a swinging-bucket rotor (Eppendorf A-4-81) for 5 min. Supernatants were decanted, and 1.0 mL of RNA preservative was added (63, 64). Cell pellets were flash frozen and stored at −80°C until RNA extraction.

### TRIzol RNA extraction for *E. coli* and *G. metallireducens* cultures

TRIzol (Thermo Fisher Scientific, Cat. # 15596018) RNA extractions were performed following the manufacturer’s protocol. Briefly, 750 µL TRIzol containing cell lysates were thawed and mixed with 150 µL chloroform. After centrifugation, the clear aqueous layer was recovered and precipitated with 375 µL of isopropanol and 0.67 µL of GlycoBlue (Thermo Fisher Scientific, Cat. # AM9515). The pellet was washed twice with 75% ethanol, and after the final centrifugation, the resulting pellet was air dried and resuspended in nuclease-free water.

### Liquid N_2_ grinding and RNeasy RNA extraction for *F. succinogenes* strain UWB7 monoculture and co-culture

For RNA extraction, cell pellets were thawed on ice and centrifuged at 3,200 × *g* and 4°C using a swinging-bucket rotor for 10 min. RNA was extracted from *F. succinogenes* strain UWB7 monoculture and co-culture pellets using the RNeasy Mini Kit (Qiagen, Germantown, MD) following the protocol for purification of total RNA from plant cells and tissues and filamentous fungi, using the liquid N_2_ method of cell lysis, QIAshredder homogenization, on-column DNase I digestion, and elution in 30 µL of RNase-free water.

### EMBR-seq+

#### Overview

EMBR-seq libraries were prepared according to the protocol described in Wangsanuwat et al. (25). As input material for all libraries, 100 ng of total RNA was used. For the libraries denoted “EMBR-seq” and “EMBR-seq+,” blocking primers were added during the polyadenylation step and reverse transcription step. For the libraries denoted “No depletion” and “RNase H,” water was added instead of blocking primers during these two steps. In the libraries denoted “RNase H” and “EMBR-seq+,” the RNase H treatment was performed as described below. In the libraries denoted “No depletion” and “EMBR-seq,” the RNase H treatment was skipped; the amplified RNA product of *in vitro* transcription was used directly for the library reverse transcription step as described in Wangsanuwat et al. (25).

#### Blocking primer design for *G. metallireducens* and *F. succinogenes* strain UWB7

All the primers used in this study are listed in Table S2. The 16S, 23S, and 5S rRNA sequences were downloaded for *G. metallireducens GS-15* (NCBI database ASM1292v1) and *F. succinogenes* strain UWB7 (JGI IMG database Taxon ID 2703719236). Primers were designed according to the following specifications: (i) reverse complement to the reference sequences at the 3′-end of each rRNA subunit, (ii) initial primer length of approximately 30 nucleotides, and (iii) initial primer length modified to ensure a *T*_m_ greater than 65°C.

Initial EMBR-seq libraries were prepared with a 50 µM blocking primer mix consisting only of the three 3′-end primers (16S, 23S, and 5S). Based on the preliminary sequencing results from these libraries, the following approach was used to determine the three to four most frequently sequenced internal rRNA genomic locations for which hotspot primers were designed. First, the reads mapping to rRNA were visualized as a cumulative distribution plot and the top 50 genomic mapping coordinates with the largest step increase in the cumulative distribution were identified. Next, these 50 locations were sorted from 5′- to 3′-end and clustered into groups based on natural breaks in the genomic coordinates. Finally, the sum of mapped reads per cluster was computed and the clusters were sorted based on this sum from highest to lowest. The top clusters with the greatest contribution to rRNA sequencing reads were identified, and the coordinates farthest downstream (towards the 3′-end) within each cluster were selected as hotspot targets. Typically, three to four hotspot targets were selected per rRNA subunit, as this offered a balance between efficient rRNA depletion and ease of primer design.

Hotspot primers were designed to bind the selected locations for additional rRNA depletion. Hotspot primers were designed according to the following specifications: (i) reverse complement to the reference sequence for each rRNA subunit, (ii) located approximately 100 nucleotides downstream (towards the 3′-end) from the start of the hotspot sequence, (iii) initial primer length of approximately 30 nucleotides, and (iv) initial primer length modified and/or initial primer position shifted upstream or downstream by a few bases to reach a *T*_m_ greater than 65°C.

To ensure that the rRNA depletion probes do not result in non-specific binding, the probe sequences were aligned against the transcriptome. BlastN was used to align EMBR-seq blocking primers to each gene of the transcriptome. To minimize non-specific binding, primers were generally designed to have a BlastN *E*-value less than 1 and a sequence similarity less than 15 nucleotides of consecutive matches, following the results of a previous study (21).

#### RNase H probe design

RNase H probes bind to aRNA, the IVT product, which has a sequence complementary to the original template transcriptome. Therefore, RNase H probes are designed to have the same sequence as the rRNA references. The locations of the RNase H probes were selected in the neighborhood of the 3′-end and hotspot blocking primers with a length of 50 nucleotides. The RNase H probe design can also be easily modified to target any additional abundant fragments found in prior sequencing libraries.

#### Preparation of blocking primer mix

Blocking primers for the species of interest (Table S2) were individually resuspended to 100 µM. The primers were mixed such that the three 3′-end primers together were 50 µM in the final primer mix, and all the hotspot primers together were 50 µM in the final primer mix, for a total primer mix concentration of 100 µM.

#### Polyadenylation

Two microliters of total RNA (50 ng/µL) was mixed with 1 µL of 5× first-strand buffer [250 mM Tris-HCl (pH 8.3), 375 mM KCl, 15 mM MgCl_2_, comes with Superscript II Reverse Transcriptase, Invitrogen Cat. # 18064014], 1 μL of blocking primer mix, 0.1 µL 10 mM ATP, and 0.1 µL *E. coli* poly-A polymerase (New England Biolabs, Cat. # M0276S). The samples were incubated at 37°C for 10 min. In the “No depletion” and “RNase H” libraries, 1 µL of nuclease-free water was added instead of the blocking primer mix.

#### Reverse transcription

The polyadenylation product was mixed with 0.5 µL 10 mM dNTPs (New England Biolabs, Cat. # N0447L), 1 µL reverse transcription primers (25 ng/µL; Table S2), and 1.3 µL blocking primer mix and heated to 65°C for 5 min and 58°C for 1 min and then quenched on ice. In the “No depletion” and “RNase H” libraries, 1.3 µL of nuclease-free water was added instead of the blocking primer mix. This product was then mixed with 1.2 µL 5× first strand buffer, 1 µL 0.1 M DTT, 0.5 µL RNaseOUT (Thermo Fisher Scientific, Cat. # 10777019), and 0.5 µL Superscript II Reverse Transcriptase and then incubated at 42°C for 1 h. Immediately afterward, the samples were heat inactivated at 70°C for 10 min.

#### Second-strand synthesis

The reverse transcription product was mixed with 33.5 µL nuclease-free water, 12 µL 5× second-strand buffer [100 mM Tris-HCl (pH 6.9), 23 mM MgCl_2_, 450 mM KCl, 0.75 mM β-NAD, 50 mM (NH_4_)_2_SO_4_; Invitrogen, Cat. # 10812014], 1.2 µL 10 mM dNTPs, 0.4 µL *E. coli* ligase (Invitrogen, Cat. # 18052019), 1.5 µL DNA polymerase I (Invitrogen, Cat. # 18010025), and 0.4 µL RNase H (Invitrogen, Cat. # 18021071) and incubated at 16°C for 2 h. The cDNA was purified with 1× AMPure XP DNA beads (Beckman Coulter, Cat. # A63881) and eluted in 24 µL nuclease-free water that was subsequently concentrated to 6.4 µL.

#### *In vitro* transcription

The product from the previous step was mixed with 9.6 µL of *in vitro* transcription mix (1.6 µL of each ribonucleotide, 1.6 µL 10× T7 reaction buffer, 1.6 µL T7 enzyme mix; MEGAscript T7 Transcription Kit, Thermo Fisher Scientific, Cat. # AMB13345) and incubated at 37°C for 13 h. The IVT product was mixed with 6 µL ExoSAP-IT PCR Product Cleanup Reagent (Thermo Fisher Scientific, Cat. # 78200.200.UL) and incubated at 37°C for 15 min. Next, it was treated with 5.5 µL fragmentation buffer [200 mM Tris-acetate (pH 8.1), 500 mM KOAc, 150 mM MgOAc] at 94°C for 3 min and immediately quenched with 2.75 µL stop buffer (0.5 M EDTA) on ice. The fragmented aRNA was size selected with 0.8× AMPure RNA beads (RNAClean XP Kit, Beckman Coulter, Cat. # A63987) and eluted in 18 µL nuclease-free water. In the libraries denoted “No depletion” and “EMBR-seq,” the fragmented and cleaned-up *in vitro* transcription product was used directly for Illumina library preparation by reverse transcription and PCR, as described previously (25, 55). In the “RNase H” and “EMBR-seq+” libraries, the RNase H treatment was performed before proceeding to Illumina library preparation.

#### RNase H probe mix and buffer preparation

RNase H probes (Table S2) were individually resuspended to 100 µM and mixed equimolarly, and the mixture was diluted to 10 µM (~155 ng/µL). RNase H buffer mix was prepared by mixing 10 µL of 5× first-strand buffer with 2.7 µL of 5× second strand buffer or scaling up as needed.

#### RNase H treatment for monocultures

After ExoSAP treatment, RNA fragmentation, and bead-based size selection, the aRNA concentration was measured on a NanoDrop One spectrophotometer. One thousand nanograms of aRNA was mixed with 500 ng (3.2 µL) of RNase H probe mix, 3.2 µL of RNase H buffer mix, and nuclease-free water to reach a total volume of 15 µL for each reaction. This mixture was preheated at 65°C for 5 min and quenched on ice. One microliter of RNase H (Invitrogen, Cat. # 18021071) was added, and the reaction was incubated at 16°C for 30 min. For tests with the thermostable RNase H, 1 µL of Hybridase Thermostable RNase H at 45°C [Lucigen (now Biosearch Technologies), Cat. # H39500] was added and the reaction was incubated at 45°C for 30 min. Finally, the RNase H product was size selected with 1× AMPure RNA beads and eluted in 15 µL nuclease-free water and then concentrated to 5 µL volume for Illumina library preparation.

### Enrichment of *F. succinogenes* strain UWB7 RNA from co-cultures

#### Fungal mRNA removal

Total RNA extracted from co-culture pellets was concentrated to 30 µL (40–60 ng/μL) and treated with Dynabeads Oligo(dT)_25_ (Invitrogen Cat # 61002), according to the manufacturer’s protocol. Briefly, each sample was mixed with 30 µL of “Binding Buffer,” incubated at 65°C for 2 min, chilled on ice, mixed with 30 µL of washed oligo(dT)_25_ beads, and mixed at 300 rpm on a thermomixer at room temperature for 15 min. To prevent the beads from settling in the thermomixer, the samples were mixed by pipetting every 5 min. The reaction tubes were placed on a magnetic stand, and the supernatants (90–95 μL) were transferred to new tubes. The supernatants were purified with 1.8× AMPure RNA beads and eluted in 30 µL of nuclease-free water. This remaining RNA was used for preparing the “Poly-A depleted (EMBR-seq)” libraries.

#### Determination of fungal rRNA sequences for RNase H depletion

To determine potential rRNA sequences for *C. churrovis*, FastQC was used to identify the most overrepresented sequences in the “Poly-A depleted (EMBR-seq)” sample, and the top hits were aligned with BLAST against the full *C. churrovis* genome. The BLAST results suggested that the most overrepresented reads were aligned on scaffold 672.

Next, all the RNA-seq reads from the “Poly-A depleted (EMBR-seq)” libraries were mapped against scaffold 672 of the *C. churrovis* genome with the Burrows-Wheeler Aligner software package (BWA) (65). This scaffold contained four repeats of three hotspots which appeared to correspond to rRNA subunits, based on the spacing between hotspots (Fig. S5). The four repeats were observed because non-unique mapping was allowed. To produce Fig. 3C, the mapping was repeated on a version of scaffold 672 that is truncated to only the first 10,000 bases (one repeat of the predicted rRNA pattern). RNase H probes were designed according to the locations of the predicted hotspots for the 3′-ends of the 28S, 18S, and 5.8S rRNA subunits in *C. churrovis*. For RNase H treatment in co-culture EMBR-seq+ libraries, the *C. churrovis* probes were applied to co-cultures with *A. robustus* as well. Although they are different fungal species, we verified that the same RNase H target sequences are highly abundant in both *A. robustus* and *C. churrovis* genomes, and the 3′-ends of their rRNA are similar enough such that fungal rRNA depletion was efficient in both co-cultures (Fig. S4 and S5).

#### RNase H reaction for co-cultures

For co-culture samples, the RNase H probe mix was altered to include probes for depleting fungal rRNA along with bacterial rRNA. One thousand nanograms of aRNA derived from co-culture samples was mixed with 850 ng (5.5 µL) of co-culture RNase H probe mix, which consisted of the following: 100 ng each of the two fungal 28S probes with 50 ng each of the two fungal 18S, fungal 5.8S, and 10 bacterial RNase H probes. The aRNA and probes were mixed with 3.2 µL RNase H buffer mix and nuclease-free water to reach a total volume of 15 µL for each reaction. The reactions were preheated at 65°C for 5 min and quenched on ice. One microliter of RNase H was added, and the reaction was incubated at 16°C for 30 min. The RNase H product was size selected with 1× AMPure RNA beads and eluted in 15 µL nuclease-free water and then concentrated to 5 µL for Illumina library preparation.

### RNA sequencing and bioinformatics analysis

Paired-end sequencing of all libraries was performed on an Illumina NextSeq 500 or HiSeq 4000 platform. All sequencing data have been deposited to Gene Expression Omnibus under the accession number GSE223404. In the sequencing libraries, read 1 contains the sample barcode (Table S2). Read 2 is mapped to the bacterial or fungal transcriptome. Prior to mapping, read 1 was trimmed to 25 bases, read 2 was trimmed to 51 bases, and only reads containing valid sample barcodes on read 1 were retained. Next, the reads were mapped to the appropriate reference transcriptome using Burrows-Wheeler Aligner (BWA) version 0.7.15 with default parameters. The “CDS from genomic FASTA” reference files for *Escherichia coli K12* substr. *MG1655* (ASM584v2 cds) and *Geobacter metallireducens GS-15* (ASM1292v1 cds) were obtained from the NCBI database. The reference transcriptome for *Fibrobacter succinogenes* strain UWB7 (Taxon ID 2703719236) was obtained from the JGI IMG database (66). The reference genomes for *Anaeromyces robustus* and *Caecomyces churrovis* were obtained from the JGI MycoCosm portal (67). Each bacterial reference transcriptome was modified by appending the 16S, 23S, and 5S rRNA sequences. To determine rRNA content for each sample, the number of reads mapped to the rRNA was taken as a fraction of total reads mapped to the bacteria.

To compare the results of this work to those of Swift et al., raw sequencing reads (fastq files) were retrieved from the Sequencing Read Archive (SRA) for NCBI BioProject PRJNA666900 as specified in Swift et al. (37). Reads 1 and 2 were trimmed to 51 bases and mapped to the reference transcriptomes for *F. succinogenes* strain UWB7, *A. robustus*, and *C. churrovis* using the same BWA pipeline described above.

CAZyme annotations were predicted for the *F. succinogenes* strain UWB7 transcriptome using dbCAN2 (43). Three tools were run: (i) HMMER: dbCAN, (ii) DIAMOND: CAZy, and (iii) HMMR: dbCAN_sub, and CAZyme annotations were accepted if they were predicted with two out of the three tools.

Differential gene expression analysis was performed using DEseq2 version 1.36.0 (68), with a minimum absolute log_2_(fold change) of 0.8, statistical significance threshold for an adjusted *P* value of less than 0.05, and a minimum gene expression level of two reads per million.

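Comparing No depletion with EMBR-seq+ in *F. succinogenes* monoculture called 228 genes here, and DESeq2 called 240, of which 225 were shared. Comparing No depletion with EMBR-seq called 213. Leaving out the second list instead of the first gave 147 genes upregulated in monoculture and 266 in co-culture with *C. churrovis* for EMBR-seq+, against 187 and 292 with no gene left out.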

To account for biases introduced by EMBR-seq+ in the *F. succinogenes* strain UWB7 monocultures (Fig. 2D), genes determined to be differentially expressed between the “No depletion” and “EMBR-seq” data set were filtered out and excluded from all analyses between monoculture and co-culture (Fig. 3E and F; Fig. S7 to S9; Tables S4 to S7). DE-Seq2 thresholds for the bias determination were |log_2_ (fold change)| > 1.5, *P*_adj_ < 0.05, and RPM > 2. Filtering results are included in Table S4.

## Supplementary Material

Reviewer comments

## Data Availability

RNA-seq data are available in Gene Expression Omnibus under accession no. GSE223404.

# Supplementary material for: Targeted rRNA depletion enables efficient mRNA sequencing in diverse bacterial species and complex co-cultures
**Source:** mSystems. 2023 Oct 19;8(6):e00281-23. doi: 10.1128/msystems.00281-23
**Supplement:** Supplemental Information — Figures S1–S9; Tables S1–S3, S6, and S7; captions to Tables S4 and S5.

## Supplementary Information

### **Targeted rRNA depletion enables efficient mRNA sequencing in diverse bacterial species and complex co-cultures**

Kellie A. Heom<sup>a,b,\*</sup>, Chatarin Wangsanuwat<sup>a,b,\*,†</sup>, Lazarina V. Butkovich<sup>a</sup>, Scott C. Tam<sup>a</sup>, Annette R. Rowe<sup>c</sup>, Michelle A. O'Malley<sup>a,b,#</sup> and Siddharth S. Dey<sup>a,b,d,#</sup>

<sup>#</sup> Correspondence to: Michelle A. O'Malley () and Siddharth S. Dey ().

Running title: Efficient mRNA-seq in non-model microbial systems

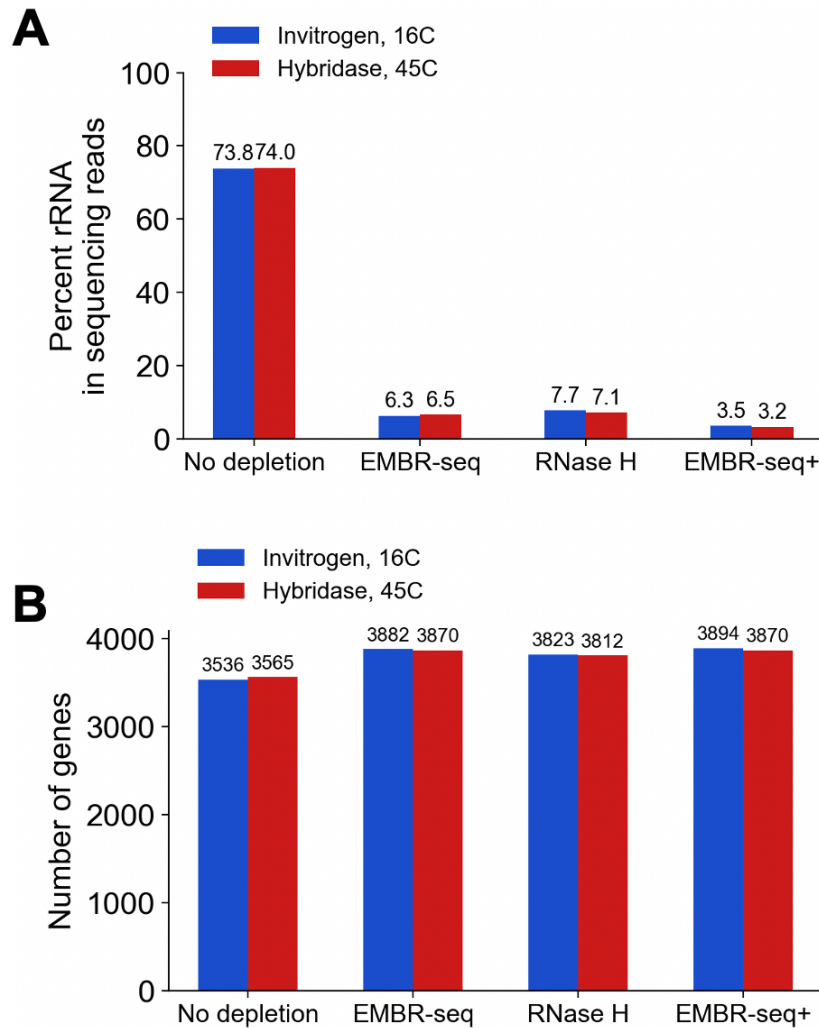

**Supplementary Figure S1. Optimization of RNase H mediated degradation of rRNA.**

(A) Percent of sequencing reads mapping to rRNA in *E. coli* for four different library preparation methods using two different RNase H enzymes at different reaction temperatures (Invitrogen RNase H at 16°C and Hybridase Thermostable RNase H at 45°C). (B) The number of *E. coli* genes detected in each library. Both Invitrogen RNase H and Hybridase Thermostable RNase H show similar performance in these experiments.

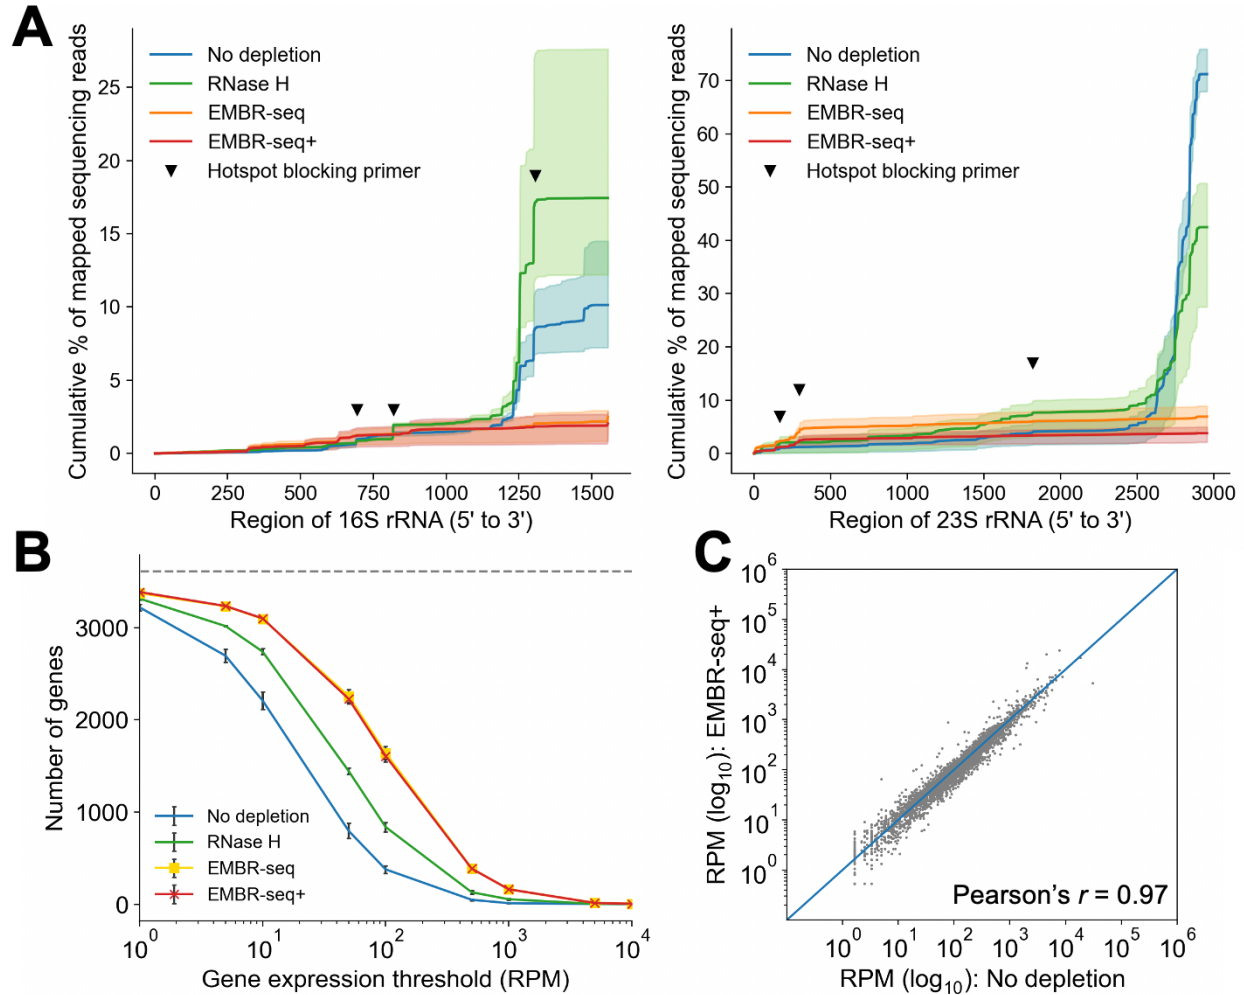

**Supplementary Figure S2. Depletion of rRNA from *G. metallireducens* using EMBR-seq+.** (A) Cumulative percentage of reads mapping along 16S and 23S rRNA of *G. metallireducens* for different depletion methods. Bold line indicates mean values and shaded regions indicate the minimum and maximum over three independent experiments. Inverted triangles indicate location of hotspots targeted by blocking primers. (B) Number of genes detected above different gene expression thresholds for *G. metallireducens*. Points indicate mean values and error bars indicate standard deviations over three independent experiments. (C) Correlation of gene expression between the “No depletion” and “EMBR-seq+” conditions for *G. metallireducens* (Pearson  $r = 0.97$ ). RPM is computed

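For *G. metallireducens* at 1 RPM, 3398 ± 9.07 genes were detected in EMBR-seq+, 3397 ± 17.7 in EMBR-seq, 3345 ± 9.45 in RNase H and 3236 ± 23.8 in No depletion (mean ± SD, n = 3). At 100 RPM the counts were 1602 ± 69.5, 1634 ± 92.7, 839 ± 62.9 and 371 ± 57.0, and at 5 RPM EMBR-seq had 3242 against 3239 in EMBR-seq+. EMBR-seq+ differed from RNase H by 763 genes at 100 RPM without overlap (two-sided exact permutation test, p = 0.1, the smallest possible).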

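Single *G. metallireducens* libraries of No depletion and EMBR-seq+ correlated at r = 0.876 to 0.964, replicates of No depletion at 0.940 to 0.981 and replicates of EMBR-seq+ at 0.919 to 0.963. Of the 3486 sequences in the *G. metallireducens* files 3449 carry a RefSeq protein accession, and 3249 of these matched the annotation used for names.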

41 after removal of rRNA reads. The x- and y-coordinates of each point indicate mean values  
42 over three independent experiments in the two conditions. For consistent comparison  
43 across methods and to control for the variability in sequencing depth across samples,  
44 panels A and B show data that has been downsampled to 1 million sequencing reads.

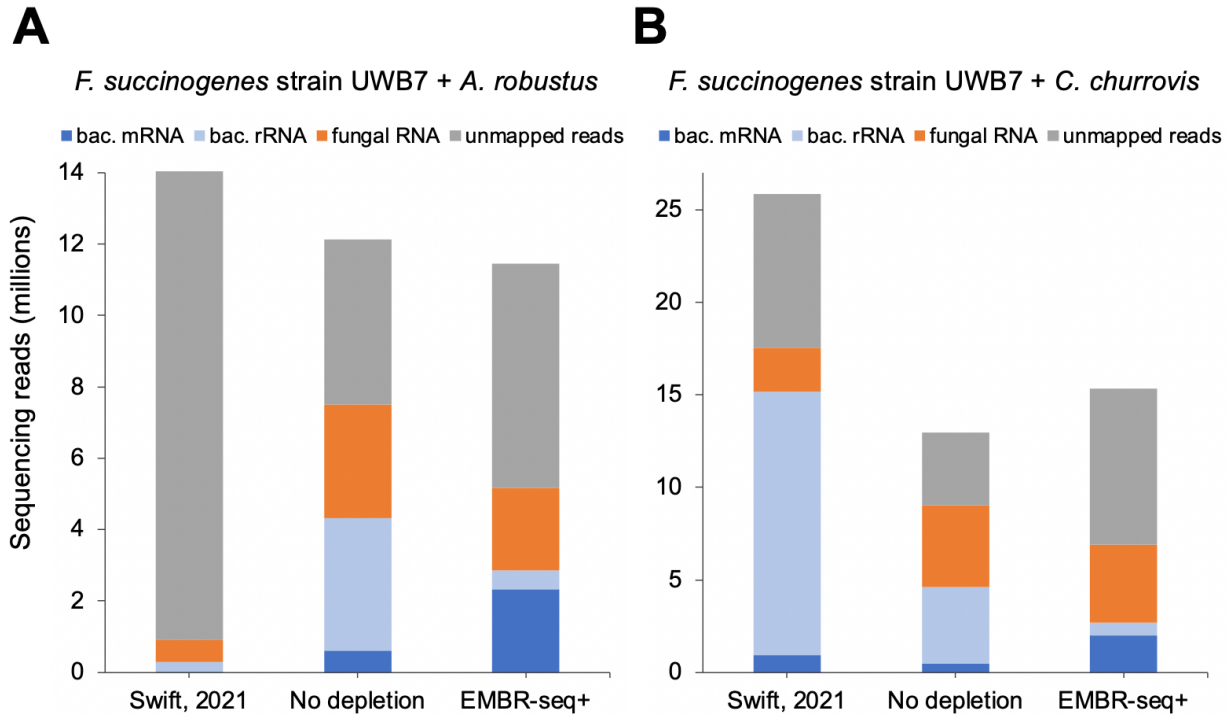

**Supplementary Figure S3. Comparison of EMBR-seq+ sequencing data to a previous study using the same co-culture systems.** “Swift, 2021” refers to data from a previous study that utilized the Ribo-Zero Gold rRNA Removal Kit (Epidemiology) for rRNA depletion. “No depletion” refers to libraries starting with “Poly-A depleted” RNA and prepared without EMBR-seq blocking primers or RNase H depletion. “EMBR-seq+” refers to “Poly-A depleted & RNase H treated” libraries. **(A)** RNA-seq libraries from co-cultures of *F. succinogenes* strain UWB7 with *A. robustus* grown on switchgrass. **(B)** RNA-seq libraries from co-cultures of *F. succinogenes* strain UWB7 with *C. churrovis* grown on switchgrass. All bars show mean values of sequencing reads over 3 or 4 replicates. To regenerate the data shown in “Swift, 2021”, raw FASTQ files were downloaded from the previous study (1) and mapped to the same reference transcriptomes used throughout this study (see *RNA sequencing and bioinformatics analysis* in *Materials and Methods*).

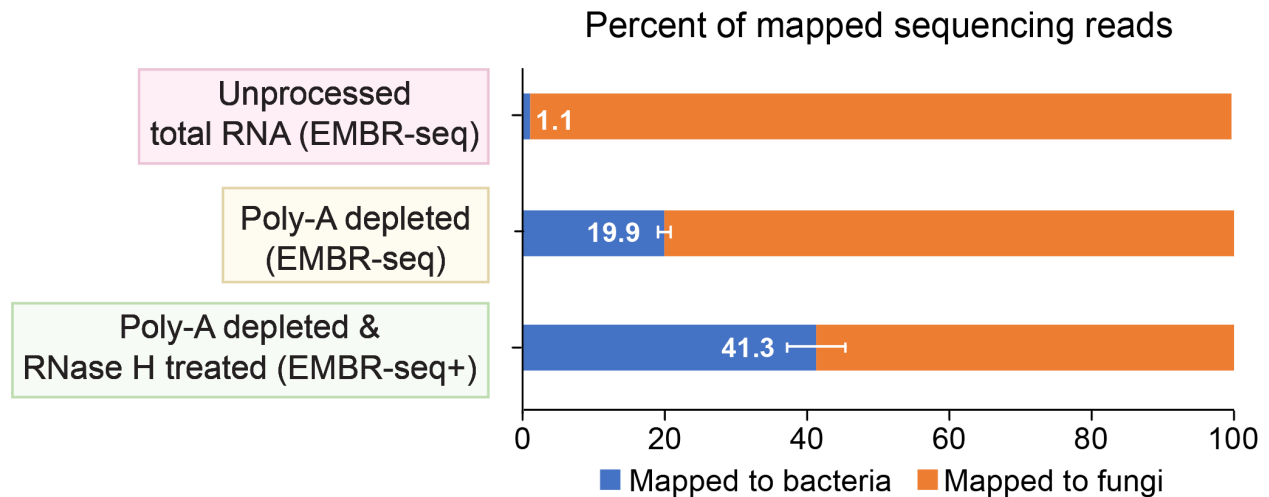

**Supplementary Figure S4. Mapped RNA reads in libraries from co-cultures between *F. succinogenes* strain UWB7 and *C. churrovis*.** Percentage of reads mapping to the bacterial and fungal genomes using the three strategies described in Figure 3A: total RNA isolated from co-culture pellets treated with EMBR-seq to remove bacterial rRNA (“Unprocessed total RNA (EMBR-seq)”), fungal poly-adenylated mRNA depleted total RNA is treated with EMBR-seq to remove bacterial rRNA (“Poly-A depleted (EMBR-seq)”), and “Poly-A depleted (EMBR-seq)” library additionally treated with RNase H to remove fungal and bacterial rRNA (“Poly-A depleted & RNase H treated (EMBR-seq+)”). For the “Unprocessed total RNA” library,  $n = 1$ . For “Poly-A depleted” and “Poly-A depleted & RNase H treated” libraries,  $n = 3$ . Bars indicate mean values and error bars indicate standard deviation from the mean.

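The unprocessed total RNA library from the *C. churrovis* co-culture, prepared with EMBR-seq, held 88930.0 reads counted on *F. succinogenes* strain UWB7, 59208 on mRNA over 2549 genes and 29722 on rRNA. Bacterial rRNA was therefore 33.4% of its bacterial reads (exact 95% interval 33.1 to 33.7%, counting error of 1 library only), with 62.7% of the rRNA reads on 23S, 36.4% on 16S and 0.915% on 5S rRNA. Fungal reads are not in the file.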

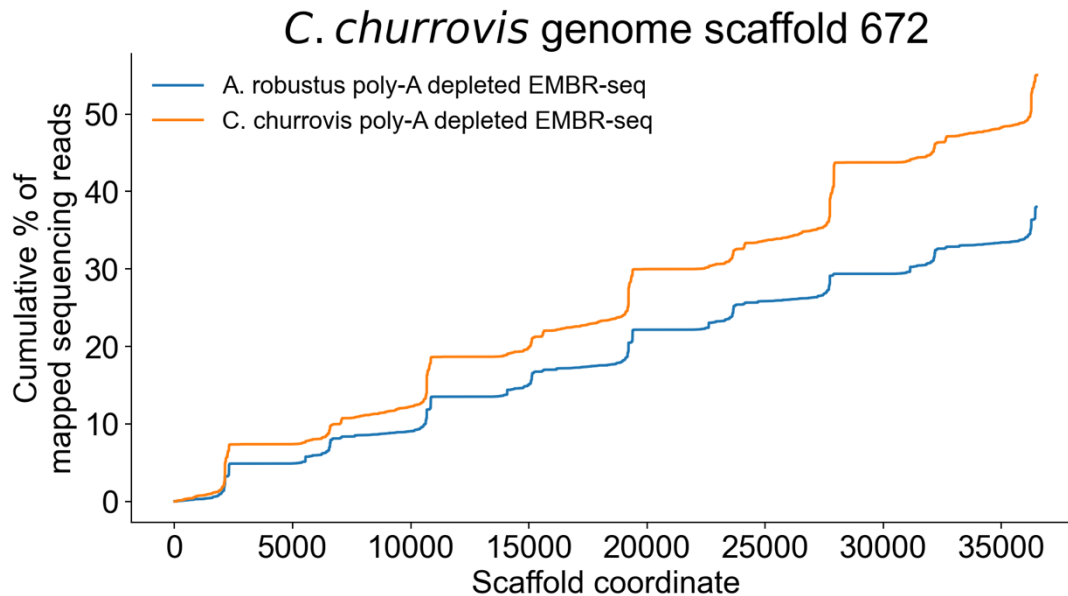

74  
75

76 **Supplementary Figure S5. Mapping locations of sequencing reads from “Poly-A**  
 77 **depleted” EMBR-seq libraries along *C. churrovis* scaffold 672.** Cumulative  
 78 percentage of reads mapping to *C. churrovis* scaffold 672 from co-culturing *F.*  
 79 *succinogenes* strain UWB7 with *C. churrovis* or *A. robustus* ( $n = 1$ ). By permitting non-  
 80 unique mapping, a repetitive pattern was observed along the scaffold. EMBR-seq data  
 81 from the co-culture of *F. succinogenes* strain UWB7 with *A. robustus* also exhibited high  
 82 mappability on the *C. churrovis* genome, implying high sequence conservation between  
 83 the two fungal strains on this scaffold.

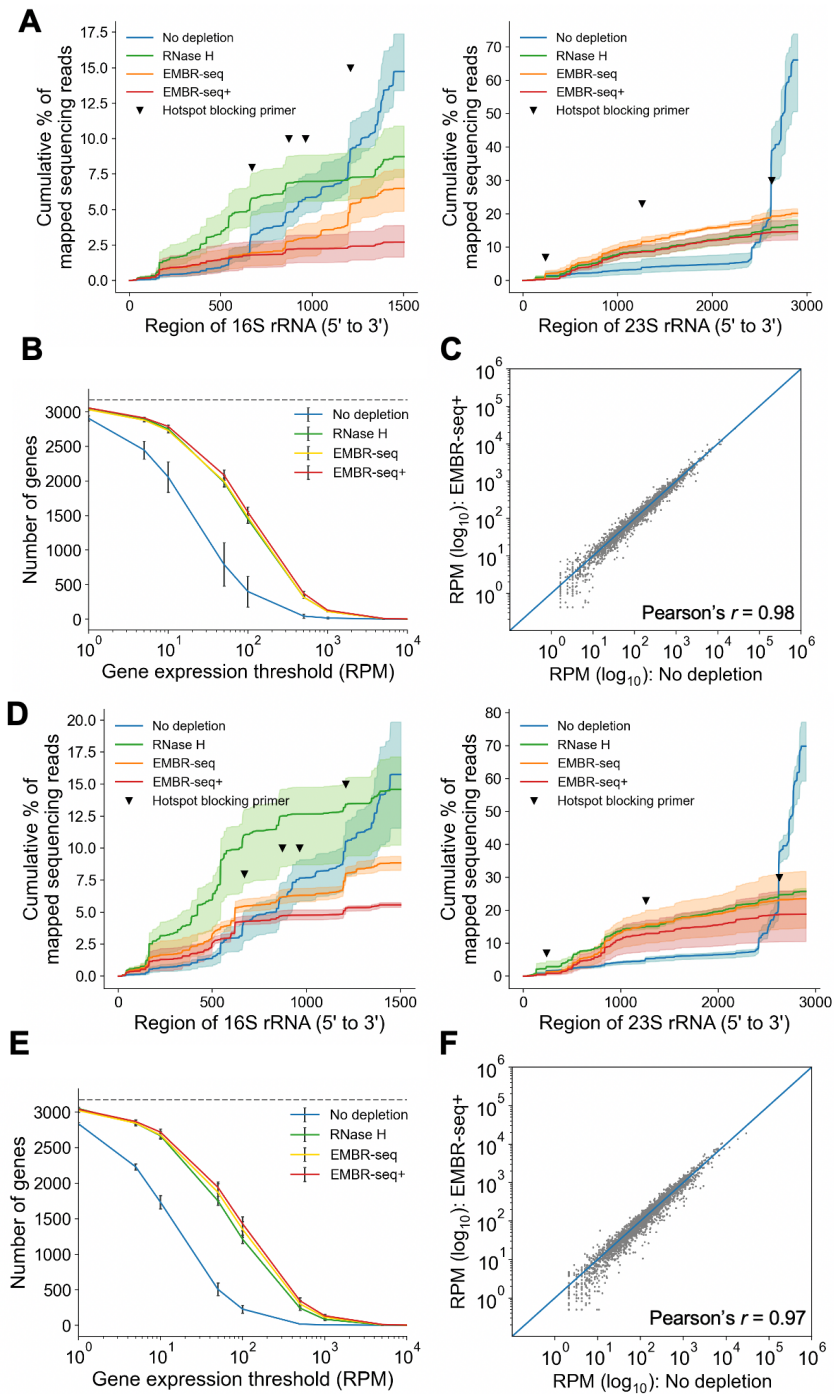

**Supplementary Figure S6. EMBR-seq+ efficiently depletes bacterial rRNA from co-cultures of *F. succinogenes* strain UWB7 with *A. robustus* or *C. churrovius*. (A,D)**

Cumulative percentage of reads mapping to 16S and 23S rRNA of *F. succinogenes* strain UWB7 cultured with *A. robustus* (panel A) or *C. churrovius* (panel D) for different depletion

91 methods. Bold lines indicate mean values and shaded regions indicate the minimum and  
92 maximum of three independent experiments. Inverted triangles indicate location of  
93 hotspots targeted by blocking primers. **(B,E)** Number of genes detected above different  
94 gene expression thresholds for *F. succinogenes* strain UWB7 cultured with *A. robustus*  
95 (panel B) or *C. churrovis* (panel E). Points indicate mean values and error bars indicate  
96 standard deviations over three independent experiments. **(C,F)** Correlation of gene  
97 expression between the “No depletion” and “EMBR-seq+” conditions for *F. succinogenes*  
98 strain UWB7 (Pearson’s  $r = 0.98$  for co-culture with *A. robustus* (panel C) and  $r = 0.97$  for  
99 co-culture with *C. churrovis* (panel F)). 

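Single-library pairs of No depletion and EMBR-seq+ in the *C. churrovis* co-culture correlated at r = 0.932 to 0.967, and the means of EMBR-seq and EMBR-seq+ at 0.988 over 3112 genes. Genes at 100 RPM in RNase H numbered 213 fewer than in EMBR-seq+ (two-sided exact permutation test, p = 0.1, the smallest possible).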

RPM is computed after removal of rRNA reads.  
100 The x- and y-coordinates of each point indicate mean values over three independent  
101 experiments in the two conditions. For consistent comparison across methods and to  
102 control for the variability in sequencing depth across samples, panels A, B, D, and E show  
103 data that has been downsampled to 1 million sequencing reads.

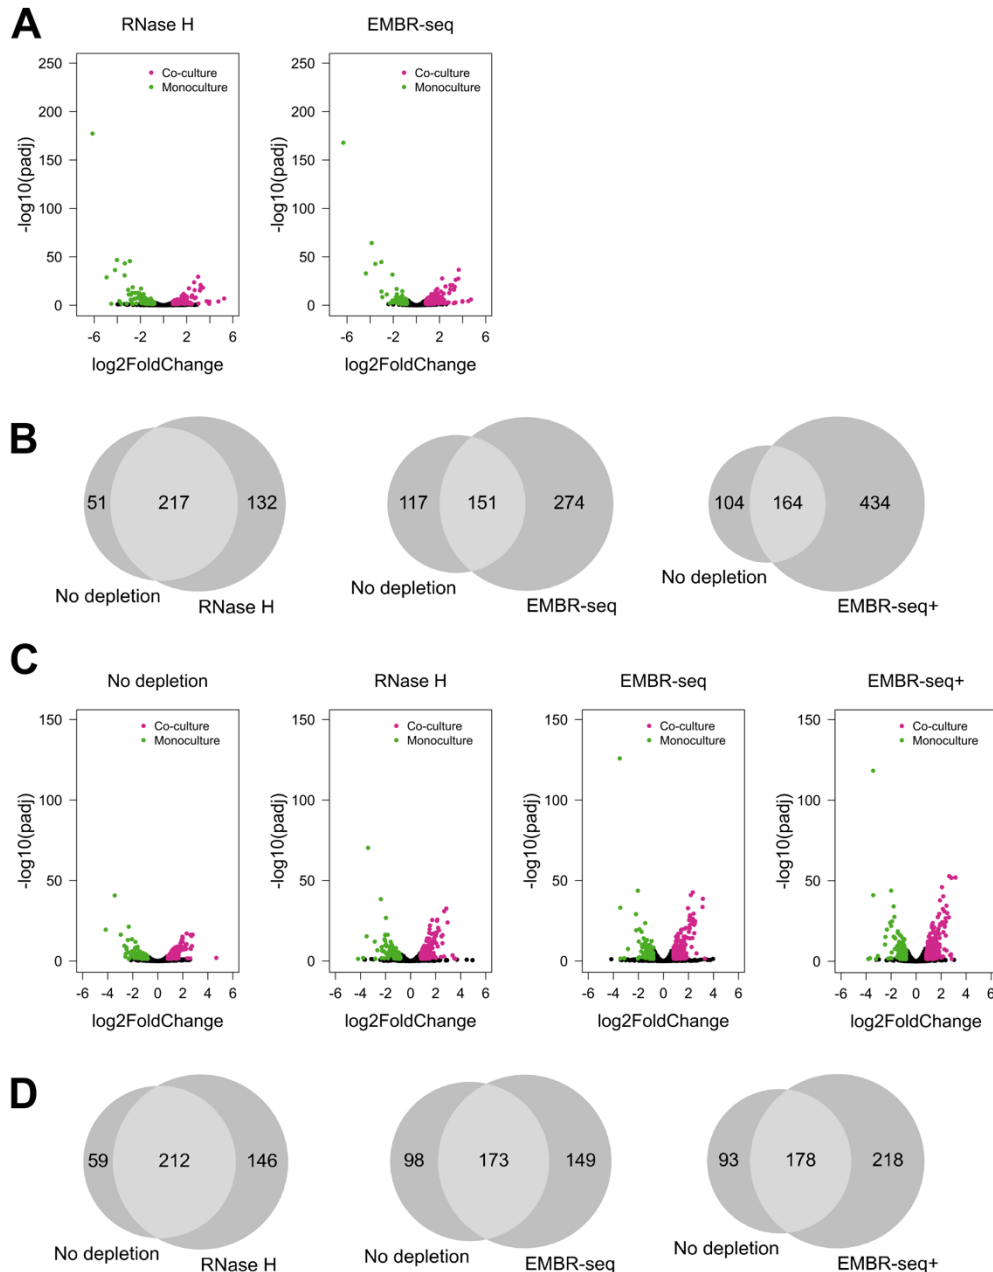

**Supplementary Figure S7. Summary of differentially expressed genes for *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture across different depletion methods. (A,C) Volcano plots of differentially expressed genes for *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture (with *A. robustus* (panel A) or *C. churrovis* (panel C)), for the “No depletion” condition and other rRNA depletion**

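In the other 2 preparations with *C. churrovis*, RNase H called 178 genes upregulated in monoculture and 178 in co-culture out of 3083, and EMBR-seq called 121 and 211 out of 3090. DESeq2 called 161 and 198 in RNase H and 118 and 205 in EMBR-seq. With no gene left out RNase H called 290 and 184, which lowered the share upregulated in co-culture from 50% to 38.8%. The RNase H count upregulated in monoculture was 101 without monoculture replicate 2 and 115 without co-culture replicate 3.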

111 methods. In these plots,  $n = 3$  for both monoculture and co-culture conditions and all  
112 depletion methods. Colored data points indicate differentially expressed genes,  
113 determined by thresholds of  $|\log_2(Fold\ Change)| > 0.8$ ,  $P_{adj} < 0.05$ , and  $RPM > 2$ . 

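Shared calls with *C. churrovis* numbered 209 between No depletion and RNase H, 180 between No depletion and EMBR-seq, 227 between RNase H and EMBR-seq+ and 252 between EMBR-seq and EMBR-seq+, none with opposite signs. The 184 shared by No depletion and EMBR-seq+ were 65.7% of the No depletion calls. A test of the interaction of culture and method found 56 of 3125 genes whose co-culture effect differed between No depletion and EMBR-seq+, 49 of them larger in EMBR-seq+ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 485 at unadjusted p below 0.05). Of these 56, 35 were among the 228 left out, and 6 were among the 220 genes called in EMBR-seq+ only. DESeq2 called 137, and a replicate block, since No depletion and EMBR-seq+ libraries pair by number in both cultures, 213, of which 191 were larger in EMBR-seq+. The count was 186 without monoculture No depletion replicate 1, and 1 to 3 without monoculture No depletion replicate 2 or 3, any monoculture EMBR-seq+ library, co-culture No depletion replicate 1 or 3, or co-culture EMBR-seq+ replicate 3.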

Green  
114 and pink data points correspond to genes upregulated in monoculture and co-culture,  
115 respectively. **(B,D)** Venn diagrams show the number of differentially expressed genes  
116 identified between monoculture and co-culture (with *A. robustus* (panel B) or *C. churrovis*  
117 (panel D))\_conditions that overlap between the “No depletion” condition and different  
118 rRNA depletion methods.

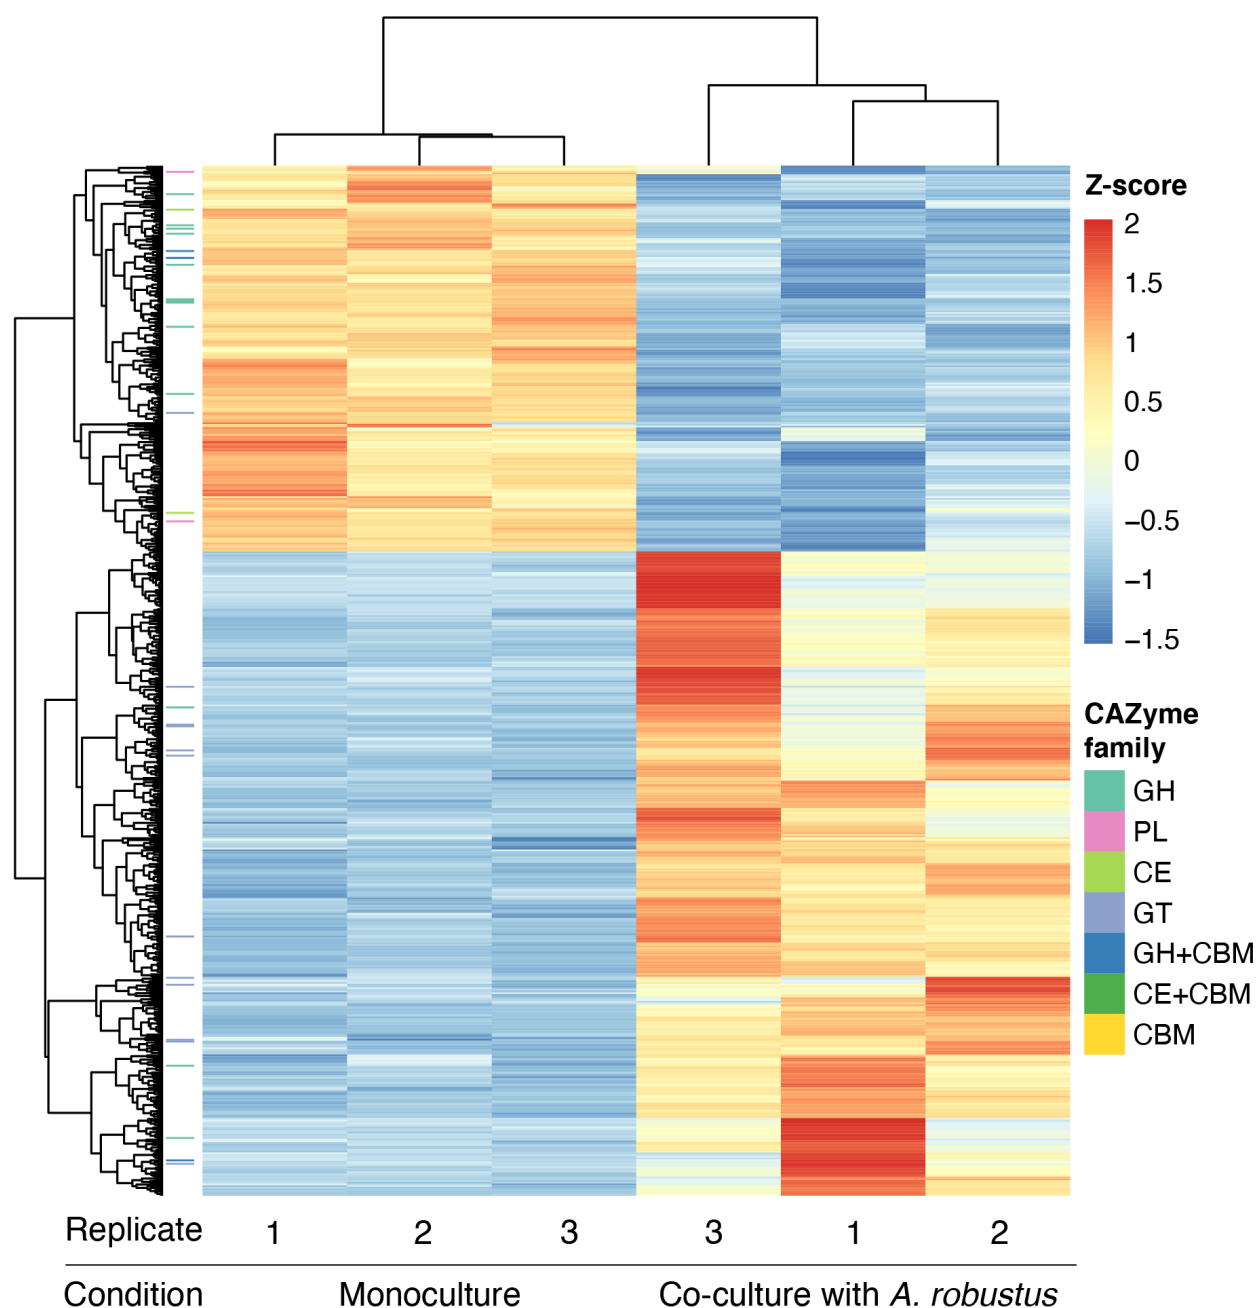

**Supplementary Figure S8. Heatmap of all differentially expressed genes for *F. succinogenes* strain UWB7 grown in monoculture vs. in co-culture with *A. robustus*.** Heatmap shows all the differentially expressed bacterial genes for three independent replicates when *F. succinogenes* strain UWB7 is grown in monoculture vs.

125 in co-culture with *A. robustus*. Genes are colored on the left side of the heatmap based  
126 on the CAZyme family they are associated with.

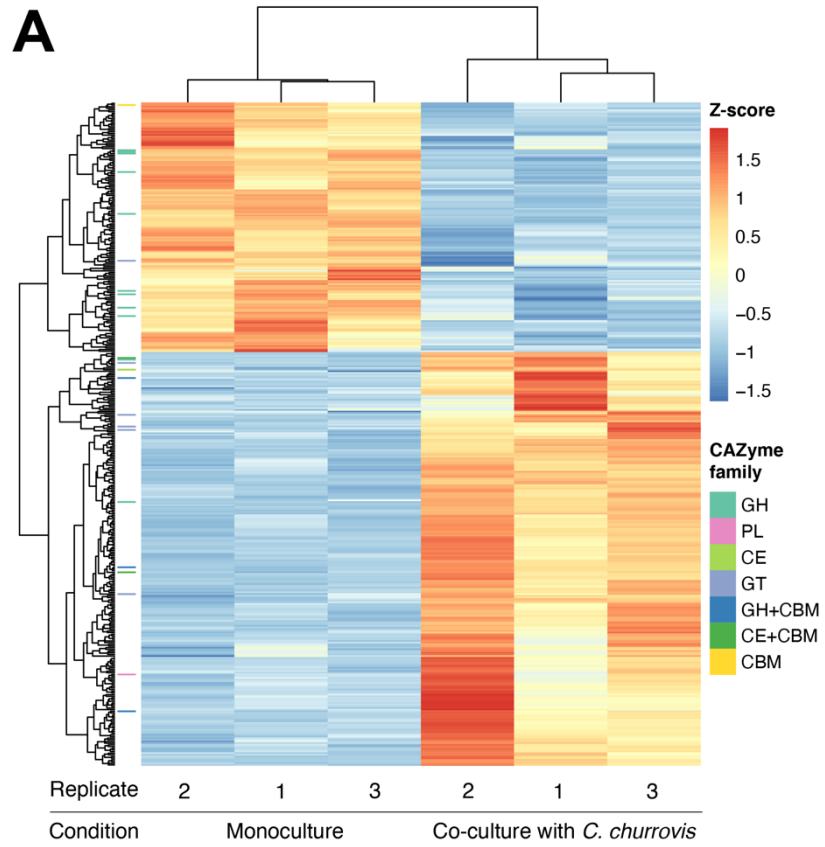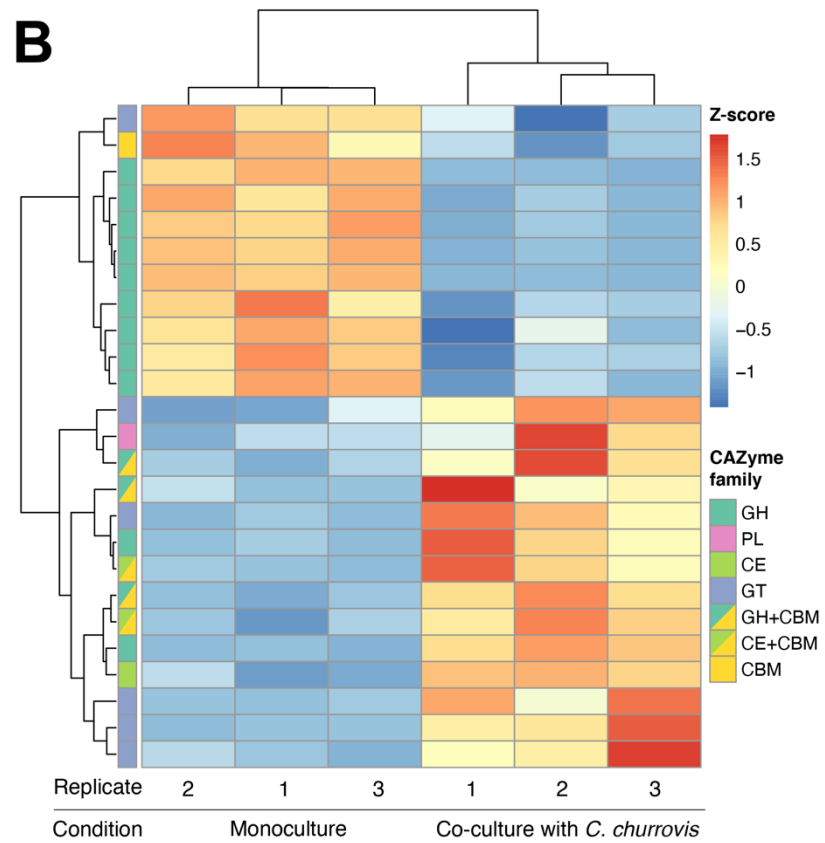

130 **Supplementary Figure S9. Heatmaps of differentially expressed genes when *F.***  
131 ***succinogenes* strain UWB7 is grown in monoculture vs. in co-culture with *C.***  
132 ***churrovis*. (A)** Heatmap showing all differentially regulated genes for experiments  
133 performed in triplicate. **(B)** Heatmap showing only differentially regulated CAZymes for  
134 experiments performed in triplicate. Genes are colored on the left side of the heatmap  
135 based on the CAZyme family they are associated with.

136 **Supplementary Table S1.** Comparison between various rRNA depletion approaches.  
137

| Supplier or publication                                                          | Working principle                                 | Cost/sample (approx.)                 | Number of primers per species | Percent rRNA left                       | Notes                                                                                    |
|----------------------------------------------------------------------------------|---------------------------------------------------|---------------------------------------|-------------------------------|-----------------------------------------|------------------------------------------------------------------------------------------|
| This work (EMBR-seq+)                                                            | Blocked reverse transcription & RNase H digestion | \$8.29                                | 17-20                         | 1-10% (monocultures), 20% (co-cultures) |                                                                                          |
| EMBR-seq (2)                                                                     | Blocked reverse transcription                     | \$0.39 (with hotspot BPs)             | 3-10                          | 3-20% (monocultures)                    | Tested with and without hotspot primers                                                  |
| Kraus <i>et al</i> , 2019 (3)                                                    | Oligo-based rRNA pull-down                        | N/A                                   | 12                            | <5%                                     |                                                                                          |
| Culviner <i>et al</i> , 2020 (4)                                                 | Oligo-based rRNA pull-down                        | \$10                                  | 21                            | ~20-25%                                 | 17 of the probes were optimized to target 8 species simultaneously                       |
| Huang <i>et al</i> , 2020 (5)                                                    | RNase H digestion                                 | \$12.94                               | 90                            | <5% to ~25%                             |                                                                                          |
| Engelhardt <i>et al</i> , 2020 (6)                                               | RNase H digestion                                 | N/A                                   | 90                            | <5%                                     | Targets rRNA as well as transfer-messenger RNA (tmRNA)                                   |
| Choe <i>et al</i> , 2021 (7)                                                     | RNase H digestion                                 | \$10                                  | 60-130+                       | <10%                                    |                                                                                          |
| Prezza <i>et al</i> , 2020 (8)                                                   | Cas9-mediated cleavage of rRNA-derived cDNA       | \$3-7                                 | 120                           | ~10-50%                                 |                                                                                          |
| Ribo-Zero Plus Microbiome rRNA Depletion Kit (Illumina Cat # 20072062)           | RNase H digestion                                 | N/A; similar RiboZero product is \$47 | /                             | ~20-30%                                 | Targets common gut bacteria, including those in ATCC MSA-2002, MSA-2005, and MSA-2006.   |
| RiboMinus™ Bacteria 2.0 Transcriptome Isolation Kit (Thermo Fisher Cat # A47335) | Oligo bead-based pull down                        | \$82                                  | >150                          | <10%                                    | Targets 76 bacterial species                                                             |
| rRNA Depletion Kit for Bacteria (NEBNex Cat # E7850X)                            | RNase H digestion                                 | \$33                                  | /                             | ~1-5% for several species, but varies   | Compatible with ~60 bacterial species with varying efficiency (NEB & User-reported data) |

139 **Supplementary Table S2.** List of all primers used in EMBR-seq+, including primers for library preparation associated with CEL-  
140 seq2, EMBR-seq blocking primers, and RNase H probes. Numbers in the names of the hotspot primers and probes indicate the  
141 transcript coordinate of the rRNA hotspot.

| Primer name                                                                 | Primer sequence (from 5' to 3')                                                                                                                                                                                       |
|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Primers associated with CEL-seq2</i>                                     |                                                                                                                                                                                                                       |
| CEL-seq2 reverse transcription                                              | GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNNNNBBBBBBTTTTTTTTTTTTTTTTTTTTTTTTTTV<br>where 'BBBBBB' is the sample barcode. The barcodes used in this study were:<br>AGACTC<br>AGCTTC<br>CATGAG<br>CAGATC<br>TCACAG |
| Random hexamer RT primer for library preparation                            | GCCTTGGCACCCGAGAATTCCANNNNNN                                                                                                                                                                                          |
| Illumina RPI PCR primer (see TruSeq Small RNA kit)                          | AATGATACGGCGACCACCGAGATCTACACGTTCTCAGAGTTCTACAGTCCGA                                                                                                                                                                  |
| Illumina RPI[1-48] PCR primers (see TruSeq Small RNA kit for RPI sequences) | CAAGCAGAAGACGGCATACGAGAT[6-bpRPI]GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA                                                                                                                                                    |
| <i>E. coli EMBR-seq blocking primers</i>                                    |                                                                                                                                                                                                                       |
| 16S 3'-end                                                                  | TAAGGAGGTGATCCAACCGCAGGTTCCCCT                                                                                                                                                                                        |
| 23S 3'-end                                                                  | AAGGTTAAGCCTCACGGTTCATTAGTACCG                                                                                                                                                                                        |
| 5S 3'-end                                                                   | ATGCCTGGCAGTTCCTACTCTCGCATGGG                                                                                                                                                                                         |
| 16S 107                                                                     | GGCACATCCGATGGCAAGAGGCCCGAAGGT                                                                                                                                                                                        |
| 16S 682                                                                     | TCCTGTTTGCTCCCCACGCTTTCGCACCTG                                                                                                                                                                                        |
| 16S 1241                                                                    | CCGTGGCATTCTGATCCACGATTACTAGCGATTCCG                                                                                                                                                                                  |
| 23S 375                                                                     | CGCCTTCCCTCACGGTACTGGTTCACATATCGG                                                                                                                                                                                     |

|                                                     |                                                    |
|-----------------------------------------------------|----------------------------------------------------|
| 23S 1421                                            | TTGCTTCAGCACCGTAGTGCCTCGTCATCA                     |
| 23S 1641                                            | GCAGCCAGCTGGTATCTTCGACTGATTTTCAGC                  |
| <i>E. coli RNase H probes</i>                       |                                                    |
| 16S 3'end                                           | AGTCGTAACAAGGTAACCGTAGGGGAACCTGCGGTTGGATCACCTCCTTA |
| 23S 3'end                                           | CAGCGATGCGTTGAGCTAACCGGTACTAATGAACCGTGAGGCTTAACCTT |
| 16S 107                                             | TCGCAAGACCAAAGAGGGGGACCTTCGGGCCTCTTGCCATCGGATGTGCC |
| 16S 682                                             | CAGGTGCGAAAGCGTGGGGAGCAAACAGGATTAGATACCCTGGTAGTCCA |
| 16S 1241                                            | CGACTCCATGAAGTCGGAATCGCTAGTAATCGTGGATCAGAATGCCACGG |
| 23S 375                                             | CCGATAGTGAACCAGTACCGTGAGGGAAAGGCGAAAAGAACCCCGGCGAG |
| 23S 1421                                            | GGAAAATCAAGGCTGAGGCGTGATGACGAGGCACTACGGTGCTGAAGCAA |
| 23S 1641                                            | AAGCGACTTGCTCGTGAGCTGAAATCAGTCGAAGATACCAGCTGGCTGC  |
| <i>G. metallireducens EMBR-seq blocking primers</i> |                                                    |
| 16S 3'end                                           | AAAGGAGGTGATCCAGCCGCAGGTTCCCCT                     |
| 23S 3'end                                           | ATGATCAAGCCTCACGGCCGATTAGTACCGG                    |
| 5S 3'end                                            | TCCCGGCGGCGACCTACTTTCCACACAGC                      |
| 16S 694                                             | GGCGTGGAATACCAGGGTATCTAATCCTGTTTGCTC               |
| 16S 819                                             | TTGTGCGGGCCCCCGTCAATTCCTTTGAGT                     |
| 16S 1306                                            | GTCGACTCCCGTGGTGTGACGGGCGGTGTG                     |
| 23S 169                                             | CCCGGCAACACCGTAGTATCACCGGTTTGG                     |
| 23S 296                                             | GTCTCGCGGTACTCGGGGACACCCTAGGGT                     |
| 23S 1818                                            | GGGCTTCGGTTCAAAGCTTCGCTTGCGCTA                     |
| <i>G. metallireducens RNase H probes</i>            |                                                    |
| 16S 3'end                                           | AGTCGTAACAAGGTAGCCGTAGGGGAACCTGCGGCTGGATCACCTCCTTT |
| 23S 3'end                                           | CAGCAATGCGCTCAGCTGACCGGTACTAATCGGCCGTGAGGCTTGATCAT |
| 5S 3'end                                            | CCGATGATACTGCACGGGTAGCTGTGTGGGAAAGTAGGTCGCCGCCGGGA |
| 16S 694                                             | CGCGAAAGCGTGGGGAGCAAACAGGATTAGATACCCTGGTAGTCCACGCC |

|                                                              |                                                     |
|--------------------------------------------------------------|-----------------------------------------------------|
| 16S 819                                                      | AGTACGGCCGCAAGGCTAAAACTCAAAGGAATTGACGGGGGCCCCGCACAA |
| 16S 1306                                                     | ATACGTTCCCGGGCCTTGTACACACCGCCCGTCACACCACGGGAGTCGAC  |
| 23S 169                                                      | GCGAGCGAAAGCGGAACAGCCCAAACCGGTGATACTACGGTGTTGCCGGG  |
| 23S 296                                                      | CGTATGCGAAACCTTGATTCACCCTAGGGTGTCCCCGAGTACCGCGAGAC  |
| 23S 1818                                                     | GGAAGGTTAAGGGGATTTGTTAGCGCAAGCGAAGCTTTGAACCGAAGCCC  |
| <i>F. succinogenes strain UWB7 EMBR-seq blocking primers</i> |                                                     |
| 16S 3'end                                                    | TAAAGGAGGTAATCCAGCCGCACCTTCCGG                      |
| 23S 3'end                                                    | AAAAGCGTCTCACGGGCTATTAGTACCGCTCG                    |
| 5S 3'end                                                     | ATCCAGCGGCGACCTACTCTCCCGGGCCCG                      |
| 16S 670                                                      | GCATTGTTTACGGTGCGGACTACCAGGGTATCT                   |
| 16S 871                                                      | AACGGCGATCTCTCGCCGCGGCGTTCCCAT                      |
| 16S 964                                                      | GGGTTGCGCTCGTTGCGGGACTTAACCCAA                      |
| 23S 239                                                      | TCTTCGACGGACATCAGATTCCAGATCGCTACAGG                 |
| 23S 1258                                                     | CGCCTGGTCGTCATCGGCTACGCCTCTCGG                      |
| 23S 2627                                                     | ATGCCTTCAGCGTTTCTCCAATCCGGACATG                     |
| <i>F. succinogenes strain UWB7 RNase H probes</i>            |                                                     |
| 16S 3'end                                                    | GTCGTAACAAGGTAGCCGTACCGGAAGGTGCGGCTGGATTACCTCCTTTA  |
| 23S 3'end                                                    | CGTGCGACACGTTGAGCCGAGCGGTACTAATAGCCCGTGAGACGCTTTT   |
| 5S 3'end                                                     | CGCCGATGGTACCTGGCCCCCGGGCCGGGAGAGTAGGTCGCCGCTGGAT   |
| 16S 670                                                      | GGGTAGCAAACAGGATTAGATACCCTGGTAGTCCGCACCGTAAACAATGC  |
| 16S 871                                                      | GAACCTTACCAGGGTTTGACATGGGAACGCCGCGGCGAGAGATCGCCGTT  |
| 16S 964                                                      | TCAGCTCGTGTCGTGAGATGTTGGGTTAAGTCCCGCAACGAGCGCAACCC  |
| 16S 1209                                                     | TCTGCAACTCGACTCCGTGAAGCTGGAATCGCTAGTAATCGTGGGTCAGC  |
| 23S 239                                                      | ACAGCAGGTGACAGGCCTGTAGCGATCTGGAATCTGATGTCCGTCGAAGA  |
| 23S 1258                                                     | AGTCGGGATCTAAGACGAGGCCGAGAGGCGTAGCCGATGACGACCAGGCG  |
| 23S 2627                                                     | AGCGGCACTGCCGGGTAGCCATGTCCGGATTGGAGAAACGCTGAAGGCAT  |

| <i>C. churrovis</i> RNase H probes |                                                       |
|------------------------------------|-------------------------------------------------------|
| 28S 3'end #1 (2196)                | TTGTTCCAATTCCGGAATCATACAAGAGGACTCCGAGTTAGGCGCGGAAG    |
| 28S 3'end #2 (2307)                | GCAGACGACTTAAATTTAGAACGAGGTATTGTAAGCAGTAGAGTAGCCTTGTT |
| 18S 3'end #1 (6581)                | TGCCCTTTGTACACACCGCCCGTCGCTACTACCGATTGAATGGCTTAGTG    |
| 18S 3'end #2 (6706)                | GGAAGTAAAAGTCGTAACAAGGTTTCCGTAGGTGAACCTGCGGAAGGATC    |
| 5.8S 3'end (7057)                  | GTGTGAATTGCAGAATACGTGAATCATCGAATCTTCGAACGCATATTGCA    |

142

143

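For *E. coli*, *G. metallireducens*, *F. succinogenes* monoculture and the *C. churrovis* co-culture, the replicate correlations of Table S3 were recomputed from the files as Pearson r of log10 RPM. All 48 replicate pairs, 12 in each data set, came within 0.0001 of the table. Correlations between the means of 2 preparations did not come as close to it.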

144 **Supplementary Table S3.** Pearson's *r* correlation values between RPM counts for RNA-seq libraries prepared with different  
145 methods (average over 3 replicates) and between individual replicates.

146

| <i>E. coli</i>  |                                      |
|-----------------|--------------------------------------|
| Pairing         | Pearson's <i>r</i> (log10 of counts) |
| Avg N vs Avg R  | 0.98265225                           |
| Avg N vs Avg E  | 0.95167825                           |
| Avg N vs Avg E+ | 0.95234564                           |
| Avg E vs Avg E+ | 0.99065287                           |
| N1 vs N2        | 0.9516501                            |
| N1 vs N3        | 0.94731079                           |
| N2 vs N3        | 0.95406484                           |
| R1 vs R2        | 0.97926869                           |
| R1 vs R3        | 0.97496608                           |
| R2 vs R3        | 0.97721349                           |
| E1 vs E2        | 0.98201767                           |
| E1 vs E3        | 0.97846141                           |
| E2 vs E3        | 0.97914359                           |
| E+1 vs E+2      | 0.98568803                           |
| E+1 vs E+3      | 0.98279637                           |
| E+2 vs E+3      | 0.98175982                           |

| <i>G. metallireducens</i> |                                      |
|---------------------------|--------------------------------------|
| Pairing                   | Pearson's <i>r</i> (log10 of counts) |
| Avg N vs Avg R            | 0.99024853                           |
| Avg N vs Avg E            | 0.97250812                           |
| Avg N vs Avg E+           | 0.97435751                           |
| Avg E vs Avg E+           | 0.98958999                           |
| N1 vs N2                  | 0.94028986                           |
| N1 vs N3                  | 0.94056497                           |
| N2 vs N3                  | 0.98147716                           |
| R1 vs R2                  | 0.95841967                           |
| R1 vs R3                  | 0.96243051                           |
| R2 vs R3                  | 0.9815216                            |
| E1 vs E2                  | 0.9199076                            |
| E1 vs E3                  | 0.91220263                           |
| E2 vs E3                  | 0.96130948                           |
| E+1 vs E+2                | 0.93009685                           |
| E+1 vs E+3                | 0.91913965                           |
| E+2 vs E+3                | 0.96298596                           |

| <i>F. succinogenes</i> strain UWB7, monoculture |                                      |
|-------------------------------------------------|--------------------------------------|
| Pairing                                         | Pearson's <i>r</i> (log10 of counts) |
| Avg N vs Avg R                                  | 0.98477931                           |
| Avg N vs Avg E                                  | 0.94025124                           |
| Avg N vs Avg E+                                 | 0.93949563                           |
| Avg E vs Avg E+                                 | 0.99348052                           |
| N1 vs N2                                        | 0.95929008                           |
| N1 vs N3                                        | 0.94538248                           |
| N2 vs N3                                        | 0.9636034                            |
| R1 vs R2                                        | 0.9788226                            |
| R1 vs R3                                        | 0.96883094                           |
| R2 vs R3                                        | 0.97944562                           |
| E1 vs E2                                        | 0.98158273                           |
| E1 vs E3                                        | 0.98713194                           |
| E2 vs E3                                        | 0.98529399                           |
| E+1 vs E+2                                      | 0.98704526                           |
| E+1 vs E+3                                      | 0.98725156                           |
| E+2 vs E+3                                      | 0.98600873                           |

147  
148

149  
150

151

152

153

| <b>F. succinogenes strain UWB7 + A. robustus, co-culture</b> |                                                   |
|--------------------------------------------------------------|---------------------------------------------------|
| <b>Pairing</b>                                               | <b>Pearson's <math>r</math> (log10 of counts)</b> |
| Avg N vs Avg R                                               | 0.98751771                                        |
| Avg N vs Avg E                                               | 0.98711161                                        |
| Avg N vs Avg E+                                              | 0.98242714                                        |
| Avg E vs Avg E+                                              | 0.98573729                                        |
| N1 vs N2                                                     | 0.93065604                                        |
| N1 vs N3                                                     | 0.91587555                                        |
| N2 vs N3                                                     | 0.95371916                                        |
| R1 vs R2                                                     | 0.95860025                                        |
| R1 vs R3                                                     | 0.94876217                                        |
| R2 vs R3                                                     | 0.97122295                                        |
| E1 vs E2                                                     | 0.95340603                                        |
| E1 vs E3                                                     | 0.93497145                                        |
| E2 vs E3                                                     | 0.96365285                                        |
| E+1 vs E+2                                                   | 0.96833389                                        |
| E+1 vs E+3                                                   | 0.9564747                                         |
| E+2 vs E+3                                                   | 0.97353485                                        |

154

156

155

| <b>F. succinogenes strain UWB7 + C. churrovis, co-culture</b> |                                                   |
|---------------------------------------------------------------|---------------------------------------------------|
| <b>Pairing</b>                                                | <b>Pearson's <math>r</math> (log10 of counts)</b> |
| Avg N vs Avg R                                                | 0.98496094                                        |
| Avg N vs Avg E                                                | 0.97366127                                        |
| Avg N vs Avg E+                                               | 0.97429749                                        |
| Avg E vs Avg E+                                               | 0.989128                                          |
| N1 vs N2                                                      | 0.92430954                                        |
| N1 vs N3                                                      | 0.94514701                                        |
| N2 vs N3                                                      | 0.96064716                                        |
| R1 vs R2                                                      | 0.95900951                                        |
| R1 vs R3                                                      | 0.97586658                                        |
| R2 vs R3                                                      | 0.98192151                                        |
| E1 vs E2                                                      | 0.95873219                                        |
| E1 vs E3                                                      | 0.96924318                                        |
| E2 vs E3                                                      | 0.9782951                                         |
| E+1 vs E+2                                                    | 0.97139885                                        |
| E+1 vs E+3                                                    | 0.98166885                                        |
| E+2 vs E+3                                                    | 0.9837209                                         |

**Supplementary Table S4.** Results of differential gene expression analysis for comparisons between *F. succinogenes* strain UWB7 grown in monoculture vs. co-culture, using “No depletion”, “EMBR-seq”, “RNase H”, and “EMBR-seq+” libraries. For EMBR-seq+ results, predicted CAZyme annotations from dbCAN2 are also included (columns U-Z where applicable). In the table, columns I-N (named “M1”...“C3”) show RPM for each gene (calculated as raw counts \*  $10^6$  / sum of raw counts). Columns P and Q (“UR\_Mono” and “UR\_Coc”) indicate the upregulated genes before filtering in monoculture and co-culture conditions, respectively. Column R (named “Alpha”) indicates genes that are differentially expressed between the “No Depletion” and “EMBR-seq+” libraries, and are filtered out in column S (named “Beta”). A total of 239 genes are filtered out. In column S, a value of 0 indicates a gene that is not differentially expressed or is differentially expressed but filtered out, -1 indicates a gene that is upregulated in co-culture, and 1 indicates a gene that is upregulated in monoculture. This supplementary table is provided as a separate Excel file.

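Only the first part of Table S4 was at hand, without the *C. churrovis* sheets, so its columns were not used here.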

**Supplementary Table S5.** Select bacterial stress response genes upregulated in co-culture with anaerobic fungi *A. robustus* or *C. churrovii*. Individual groups of genes of interest were identified by looking at COG annotations, KEGG orthology annotations, and the CAZyme gene cluster finder (CGC). In the table, columns H-M (named “M1”...“C3”) show RPM for each gene (calculated as raw counts \*  $10^6$  / sum of raw counts). This supplementary table is provided as a separate Excel file.

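RPM for the genes of Table S5 was computed here in the same way from the EMBR-seq+ counts, with rRNA reads left out of the sum. Under DESeq2 the log2FC of all 18 genes for *C. churrovis* came within 0.000285 of the table, after matching genes by identifier.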

178 **Supplementary Table S6.** Comparison of bacterial transporters upregulated in co-culture in this work and those reported in Table  
179 2 of Swift *et al.* (1). Columns A-C contain *F. succinogenes* strain UWB7 genes reported in Table 2 of Swift *et al.* as upregulated in  
180 co-culture with *C. churrovis*. Columns D-L contain log<sub>2</sub>(Fold Change) and Padj values from our datasets (*F. succinogenes* strain  
181 UWB7 co-culture with *C. churrovis* (columns D-G) and *A. robustus* (I-L)) for the genes of interest. For our datasets, a threshold of  
182  $P_{adj} < 0.1$  and  $|\log_2(Fold\ Change)| > 0.5$  was used to determine if a gene was differentially expressed. 

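With the sign turned to monoculture over co-culture, the log2FC of DESeq2 for *C. churrovis* came within 0.00412 of Table S6 for each of its 17 genes. This also serves as the check on the constant difference between identifier and locus number, which was taken from Table S5.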

Note: In EMBR-seq+ results,  
183 negative log2 fold change indicates a gene was upregulated in co-culture. The reverse is true in Swift, 2021.

| Genes upregulated in co-culture with <i>C. churrovis</i> as reported by Swift <i>et al.</i> |        |                 | EMBR-seq+ results (monoculture vs co-culture with <i>C. churrovis</i> ) |          |                     |                                               | EMBR-seq+ results (monoculture vs co-culture with <i>A. robustus</i> ) |          |                     |                                              |
|---------------------------------------------------------------------------------------------|--------|-----------------|-------------------------------------------------------------------------|----------|---------------------|-----------------------------------------------|------------------------------------------------------------------------|----------|---------------------|----------------------------------------------|
| Product name                                                                                | Log2FC | Locus tag       | Log2FC                                                                  | P adj    | Upreg. in monocult. | Upreg. in co-culture with <i>C. churrovis</i> | Log2FC                                                                 | P adj    | Upreg. in monocult. | Upreg. in co-culture with <i>A. robustus</i> |
| ABC transporter ATP-binding protein                                                         | 2.9    | Ga0136279_2636  | -1.53                                                                   | 1.58E-08 |                     | yes                                           | -0.53                                                                  | 0.236    |                     |                                              |
| Putative ABC transport system permease protein                                              | 2.2    | Ga0136279_2635* | -0.59                                                                   | 7.34E-03 |                     |                                               | 0.03                                                                   | 0.931    |                     |                                              |
| Type II and III secretion system protein                                                    | 2.2    | Ga0136279_2405  | -0.02                                                                   | 9.42E-01 |                     |                                               | 0.47                                                                   | 0.136    |                     |                                              |
| Outer membrane protein beta-barrel domain-containing protein                                | 1.8    | Ga0136279_1390  | -1.08                                                                   | 2.53E-10 |                     | yes                                           | -0.98                                                                  | 1.69E-04 |                     | yes                                          |
| Urea ABC transporter                                                                        | 1.7    | Ga0136279_1256  | -0.62                                                                   | 3.81E-05 |                     | yes                                           | -0.52                                                                  | 0.092    |                     |                                              |

|                                                                 |     |                 |       |          |  |     |       |          |  |     |
|-----------------------------------------------------------------|-----|-----------------|-------|----------|--|-----|-------|----------|--|-----|
| substrate-binding protein                                       |     |                 |       |          |  |     |       |          |  |     |
| Multispecies efflux RND transporter periplasmic adaptor subunit | 1.6 | Ga0136279_0657  | -1.01 | 2.68E-08 |  | yes | -0.50 | 0.124    |  |     |
| Zinc ABC transporter substrate-binding protein                  | 1.6 | Ga0136279_2085  | -0.53 | 5.01E-01 |  |     | -1.46 | 0.011    |  | yes |
| Multispecies ammonium transporter                               | 1.5 | Ga0136279_1465  | -0.99 | 1.14E-05 |  | yes | -1.52 | 1.01E-07 |  | yes |
| Transporter                                                     | 1.5 | Ga0136279_2620  | -0.78 | 1.46E-04 |  | yes | -0.30 | 0.299    |  |     |
| Multispecies ABC transporter substrate-binding protein          | 1.4 | Ga0136279_2553  | -0.55 | 3.64E-03 |  | yes | -0.75 | 2.10E-03 |  | yes |
| Iron complex outer membrane receptor proteina                   | 1.4 | Ga0136279_2080  | 1.95  | 1.27E-01 |  |     | 1.07  | 0.321    |  |     |
| General secretion pathway protein E                             | 1.3 | Ga0136279_1904  | -0.71 | 6.92E-02 |  | yes | -1.04 | 6.60E-03 |  | yes |
| TonB family C-terminal domain-containing proteina               | 1.2 | Ga0136279_1405* | 0.59  | 5.87E-02 |  |     | 2.11  | 2.25E-12 |  |     |
| Multispecies efflux RND transporter periplasmic adaptor subunit | 1.1 | Ga0136279_1902  | -0.67 | 8.75E-03 |  | yes | -0.73 | 2.03E-03 |  | yes |

|                                                  |   |                |       |          |  |  |       |       |  |  |
|--------------------------------------------------|---|----------------|-------|----------|--|--|-------|-------|--|--|
| TRAP<br>transporter<br>large permease<br>subunit | 1 | Ga0136279_0818 | -0.34 | 1.32E-01 |  |  | -0.19 | 0.619 |  |  |
| Calcium/sodium<br>antiporter                     | 1 | Ga0136279_1391 | -0.17 | 3.83E-01 |  |  | 0.12  | 0.675 |  |  |
| Multispecies<br>TolC family<br>protein           | 1 | Ga0136279_1901 | -0.49 | 5.44E-03 |  |  | -0.44 | 0.057 |  |  |

184

185

**Supplementary Table S7.** Upregulated CAZyme genes in monocultures of *F. succinogenes* strain UWB7 vs. co-cultures of *F. succinogenes* strain UWB7 with *A. robustus* or *F. succinogenes* strain UWB7 with *C. churrovis*. Monocultures and co-cultures were both grown on switchgrass.

|    | Monoculture ( <i>F. succinogenes</i> strain UWB7) |                |    | Co-culture ( <i>F. succinogenes</i> strain UWB7 + <i>A. robustus</i> ) |                |
|----|---------------------------------------------------|----------------|----|------------------------------------------------------------------------|----------------|
| GH | GH5                                               | Ga0136279_0422 | GH | GH8                                                                    | Ga0136279_1446 |
|    | GH5                                               | Ga0136279_2901 |    | GH10                                                                   | Ga0136279_3005 |
|    | GH8                                               | Ga0136279_1768 |    | GH16                                                                   | Ga0136279_0928 |
|    | GH9                                               | Ga0136279_2267 |    | GH5+CBM4                                                               | Ga0136279_1456 |
|    | GH9                                               | Ga0136279_2903 | GT | GT2                                                                    | Ga0136279_1712 |
|    | GH10                                              | Ga0136279_1559 |    | GT2                                                                    | Ga0136279_1713 |
|    | GH11                                              | Ga0136279_0449 |    | GT2                                                                    | Ga0136279_1715 |
|    | GH23                                              | Ga0136279_0889 |    | GT2                                                                    | Ga0136279_0012 |
|    | GH26                                              | Ga0136279_2010 |    | GT2                                                                    | Ga0136279_0879 |
|    | GH74+GH74                                         | Ga0136279_2365 |    | GT2                                                                    | Ga0136279_0852 |
|    | GH10+CBM6                                         | Ga0136279_2195 |    | GT4                                                                    | Ga0136279_0554 |
|    | GH26+CBM35                                        | Ga0136279_2970 |    | GT4                                                                    | Ga0136279_0639 |
| PL | PL1                                               | Ga0136279_2902 |    | GT8                                                                    | Ga0136279_0876 |
|    | PL1                                               | Ga0136279_0674 |    | GT32                                                                   | Ga0136279_0638 |
| CE | CE11                                              | Ga0136279_1153 |    | GT35                                                                   | Ga0136279_0585 |
|    | CE15                                              | Ga0136279_2918 |    |                                                                        |                |
| GT | GT2                                               | Ga0136279_1342 |    |                                                                        |                |

|     | Monoculture ( <i>F. succinogenes</i> strain UWB7) |                |    | Co-culture ( <i>F. succinogenes</i> strain UWB7 + <i>C. churrovis</i> ) |                |
|-----|---------------------------------------------------|----------------|----|-------------------------------------------------------------------------|----------------|
| GH  | GH5                                               | Ga0136279_0422 | GH | GH8                                                                     | Ga0136279_1446 |
|     | GH5                                               | Ga0136279_2901 |    | GH16                                                                    | Ga0136279_0928 |
|     | GH8                                               | Ga0136279_1768 |    | GH5+CBM4                                                                | Ga0136279_1456 |
|     | GH8                                               | Ga0136279_1318 |    | GH30+CBM6                                                               | Ga0136279_2169 |
|     | GH9                                               | Ga0136279_2267 |    | GH43+CBM6                                                               | Ga0136279_2166 |
|     | GH9                                               | Ga0136279_2903 | PL | PL1                                                                     | Ga0136279_0688 |
|     | GH10                                              | Ga0136279_1559 | CE | CE6                                                                     | Ga0136279_1612 |
|     | GH11                                              | Ga0136279_0449 |    | CE6+CBM6                                                                | Ga0136279_2170 |
|     | GH26                                              | Ga0136279_2010 |    | CE6+CBM6                                                                | Ga0136279_2171 |
| GT  | GT2                                               | Ga0136279_1342 | GT | GT2                                                                     | Ga0136279_1712 |
| CBM | CBM51                                             | Ga0136279_2699 |    | GT2                                                                     | Ga0136279_1713 |
|     |                                                   | GT8            |    | Ga0136279_0876                                                          |                |
|     |                                                   | GT32           |    | Ga0136279_0638                                                          |                |
|     |                                                   | GT35           |    | Ga0136279_0585                                                          |                |

## REFERENCES

1. Swift CL, Louie KB, Bowen BP, Hooker CA, Solomon KV, Singan V, Daum C, Pennacchio CP, Barry K, Shutthanandan V, Evans JE, Grigoriev IV, Northen TR, O'Malley MA. 2021. Cocultivation of anaerobic fungi with rumen bacteria establishes an antagonistic relationship. *mBio* 12:e01442-21.
2. Wangsanuwat C, Heom KA, Liu E, O'Malley MA, Dey SS. 2020. Efficient and cost-effective bacterial mRNA sequencing from low input samples through ribosomal RNA depletion. *BMC Genomics* 21:717.
3. Kraus AJ, Brink BG, Siegel TN. 2019. Efficient and specific oligo-based depletion of rRNA. *Sci Rep* 9:12281.
4. Culviner PH, Guegler CK, Laub MT. 2020. A simple, cost-effective, and robust method for rRNA depletion in RNA-sequencing studies. *mBio* 11:e00010-20.
5. Huang Y, Sheth RU, Kaufman A, Wang HH. 2020. Scalable and cost-effective ribonuclease-based rRNA depletion for transcriptomics. *Nucleic Acids Res* 48:e20.
6. Engelhardt F, Tomasch J, Häussler S. 2020. Organism-specific depletion of highly abundant RNA species from bacterial total RNA. *Access Microbiol* 2:acmi000159.
7. Choe D, Szubin R, Poudel S, Sastry A, Song Y, Lee Y, Cho S, Palsson B, Cho B-K. 2021. RiboRid: A low cost, advanced, and ultra-efficient method to remove ribosomal RNA for bacterial transcriptomics. *PLoS Genet* 17:e1009821.

213 8. Prezza G, Heckel T, Dietrich S, Homberger C, Westermann AJ, Vogel J. 2020.  
214 Improved bacterial RNA-seq by Cas9-based depletion of ribosomal RNA reads.  
215 RNA 26:1069–1078.

216

How the deposited data were processed for this re-analysis (not part of the article)

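Bacterial libraries of *E. coli*, *G. metallireducens*, *F. succinogenes* strain UWB7 in monoculture and *F. succinogenes* strain UWB7 with *C. churrovis* were analysed, each in 4 preparations (No depletion, RNase H, EMBR-seq and EMBR-seq+) with 3 libraries per preparation, 48 in all. One further library, EMBR-seq of unprocessed total RNA from the *C. churrovis* co-culture, was summarised alone (n = 1). Each library was made from 100 ng of RNA. Another 3 *G. metallireducens* entries, second parts of EMBR-seq replicates 2 and 3 and of EMBR-seq+ replicate 2, are listed without a file, and whether their reads are in the files of those replicates is not known. The *A. robustus* co-culture was not used here.

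The authors kept read pairs with valid sample barcodes, trimmed read 2, aligned it with BWA to coding sequences with the 16S, 23S and 5S rRNA sequences added, and deposited one table of reads per sequence for each library. In the *F. succinogenes* monoculture and co-culture tables the deposited values are whole counts of reads per gene. In the *E. coli*, *G. metallireducens* and unprocessed total RNA tables the values the authors deposited were taken to be expected counts, since some genes carry fractions while file totals are whole; these were rounded to whole numbers before any model was fitted. Genes with no reads are mostly not listed and were taken as 0. The program that counted the reads is not named in the paper's text.

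Per library, 1038746 (*G. metallireducens* EMBR-seq) to 6271799 (*C. churrovis* co-culture No depletion) reads were counted, and mRNA reads ran from 201426 (*G. metallireducens* No depletion) to 3709892 (*F. succinogenes* RNase H). The No depletion groups were the shallowest on mRNA in each data set except *G. metallireducens*, where the median of RNase H was lower. A gene at 2 RPM holds 1 read on average in a library of 500000 mRNA reads and less in the shallower No depletion libraries, so that genes at that level are measured poorly there.

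Content of rRNA was rRNA reads over all reads counted on the bacterium. RPM was computed after removal of rRNA reads, except for the numbers of genes detected, where each library was thinned once with a fixed seed (20230119) to 1000000 counted reads with rRNA included, as in the paper's panels. Thresholds were 1, 5, 10, 50, 100, 500, 1000, 5000 and 10000 RPM, and tests were run at 1, 10 and 100 RPM. Correlations are Pearson r of log10 mean RPM over genes above 0 in both groups, without a p since genes are not replicates.

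Single values were compared by a two-sided exact permutation test of the difference in means. With 3 against 3 libraries there are 20 assignments and the smallest p is 0.1; Benjamini-Hochberg adjustment was made within each family. EMBR-seq+ and EMBR-seq were also compared over the 4 data sets together, with permutation within data set.

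Genes were tested with edgeR 4.0.16 (quasi-likelihood F test, trimmed mean of M values, dispersion not robust) in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Genes above 2 RPM in at least 1 library of the comparison were tested, and rRNA was left out of library sizes and tests. Calls need adjusted p below 0.05 and |log2FC| above 1.5 between preparations or above 0.8 between cultures. The difference in co-culture effect between EMBR-seq+ and No depletion was tested as an interaction term on 12 libraries with the 0.8 threshold. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

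The models were tested on simulated data with 200 changed genes and a dispersion of 0.05. Between preparations 99.5 to 100% of genes with a log2FC of 3 were recovered with 0 to 2 false calls, between cultures 97.5 to 100% of genes with a log2FC of 2 with 6 to 11 false calls, and 93% in the interaction with 4 false calls. Only genes above 20 RPM were changed, by well more than the call thresholds, and simulated libraries shared no deviation by replicate number. Recovery of genes near the thresholds, at low RPM or with more spread between replicates is therefore not shown.

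Whether libraries of the same number pair was checked by correlating the deviations of genes from their group mean, with 0.1 as the limit. EMBR-seq and EMBR-seq+ libraries paired in every data set (lowest r 0.198, in *E. coli*), and No depletion and EMBR-seq+ paired in *G. metallireducens* (lowest r 0.285), *F. succinogenes* (0.129) and the co-culture (0.352) but not in *E. coli* (lowest r −0.152). Monoculture and co-culture libraries did not pair (EMBR-seq+ between −0.322 and −0.109). Comparisons were unpaired, with a replicate block as an alternative. No pair of replicates was a duplicate: chi-square over degrees of freedom of the 48 pairs ran from 1.35 to 207.

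Named genes were fixed by rule: every gene of Tables S5 and S6 and of the *C. churrovis* part of Table S7, whose values in the paper had been seen, the 5 genes with the largest log2FC in each direction between cultures in EMBR-seq+ and the 2 largest in each direction between No depletion and EMBR-seq+, among called genes whose libraries do not overlap. One gene, GMET_RS00710, was added after its values were seen. *F. succinogenes* genes are given by IMG identifier, which equals 2706042537 plus the locus number; *G. metallireducens* names come from the RefSeq annotation GCF_000012925.1, and *E. coli* genes by protein accession only.

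Alternatives covered the rRNA subunits included, pooling, thinning depth, the correlation, the testing tool, scaling, filters, thresholds, the genes left out, the libraries in the fit, a replicate block and each library left out in turn. Where leaving out a library leaves 2 against 3, the spread is estimated from both groups together.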

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

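Tests that compare rRNA subunits between species, tests of whether rRNA reads, the blocking primer step or the RNase H step lie behind genes lower in EMBR-seq+, counts over other splits of the libraries, and the repeats with libraries of different numbers were chosen only after the results were seen; the thinning tests, the coding length test, the comparison of gene shifts in the 2 cultures and the test of the interaction genes in EMBR-seq and RNase H were set before.

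The paper tests genes between No depletion and depleted libraries in *F. succinogenes* monoculture only, and the same comparison elsewhere gave calls as well: 170 genes in *E. coli*, 3 in *G. metallireducens* and 15 in the *C. churrovis* co-culture. In *E. coli*, 154 of the 170 were lower in EMBR-seq+. Reads of rRNA wrongly counted on genes would leave RNase H libraries, which hold little rRNA, as low as EMBR-seq, and yet the median log2(RNase H / EMBR-seq) of these 154 genes was 1.51, with 148 above 0. None of them (0) was called lower in RNase H than in No depletion (edgeR; 379 *E. coli* genes had unadjusted p below 0.05 in that comparison, and DESeq2 called 1), which argues against the RNase H step. Thinning all 6 libraries to 357137 mRNA reads still gave 140 to 156 lower genes in 10 draws, which argues against depth. What stays open is the blocking primer step: over all genes above 20 RPM, log2(EMBR-seq / No depletion) and log2(EMBR-seq+ / RNase H), which share no library, correlated at r = 0.904, consistent with that step. With single libraries of 2 different replicate numbers, one for each ratio, r was 0.717 to 0.830, so it does not rest on deviations that libraries of one number share. The matching ratios for the RNase H step, log2(RNase H / No depletion) and log2(EMBR-seq+ / EMBR-seq), correlated at r = 0.387. No biological explanation was tested, since the libraries come from the same kind of culture. Of the 10 ways to split the 6 libraries, only 1, the real one, gave as many calls; that count alone cannot exclude chance with 3 against 3 libraries.

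In *G. metallireducens* and in the co-culture the counts rest on single libraries. In *G. metallireducens*, 542 genes had unadjusted p below 0.05 and DESeq2 called 16; the count was 115 without EMBR-seq+ replicate 1, 0 without EMBR-seq+ replicate 2 or 3, 1 without No depletion replicate 3 and 2 without No depletion replicate 1. In the co-culture it was 32 without No depletion replicate 1, 7 without EMBR-seq+ replicate 1 or 2 and 0 without No depletion replicate 3 or EMBR-seq+ replicate 3. Here too the real split was the 1 of 10 with as many calls, which alone cannot exclude chance for the calls. Over all genes above 20 RPM log2(EMBR-seq / No depletion) and log2(EMBR-seq+ / RNase H) correlated at r = 0.860 in *G. metallireducens* and 0.849 in the co-culture, but libraries of the same number share gene deviations there. With single libraries of 2 different numbers r was 0.204 to 0.746 and 0.510 to 0.713, so the shifts recur in part, unevenly in *G. metallireducens*, and chance stays open for the calls. The matching ratios for the RNase H step, log2(RNase H / No depletion) and log2(EMBR-seq+ / EMBR-seq), correlated at r = 0.225 in *G. metallireducens* and 0.616 in the co-culture. In the co-culture the correlations therefore do not single out the blocking primer step. Coding length does not account for the *G. metallireducens* shifts: over the 3 same-numbered pairs Spearman rho of log2(EMBR-seq+ / No depletion) with coding length was −0.0343, −0.0329 and −0.0130 (2720 genes, 93.8% of those above 20 RPM). The genes shift alike in both *F. succinogenes* cultures, with r = 0.687 over 2653 genes between monoculture and co-culture log2(EMBR-seq+ / No depletion), which is consistent with an effect of the method. The 224 genes lower in monoculture had a median of −1.89 there and −0.72 in co-culture, and 218 were below 0 in co-culture.

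The co-culture effect differed between EMBR-seq+ and No depletion by the interaction test for 56 of 3125 genes, 49 with a larger value in EMBR-seq+. Among genes of the paper's tables these include 2706045172, by a log2 difference of 1.49 (adjusted p = 0.0448, edgeR), and 2706043194, by 1.40 (adjusted p = 0.0329). In EMBR-seq and RNase H, libraries not used in that test, the difference had the same sign for 96.4% of the 56 genes (54), and the 49 had a median of 0.81 against 1.56 in the test itself, while all genes had a median of −0.15. These libraries pair by number with those of the test, so noise can carry over. With no number in common (56 genes with the lowest p from the other 2 numbers, 9 choices), the same sign was found for 71.4 to 87.5%, where all genes would give 36.6 to 46.8%. A candidate explanation is a blocking primer step that acts differently on RNA of the 2 cultures; 35 of the 56 genes were among those that differ between No depletion and EMBR-seq+ in monoculture. Of 100 relabelings of the method within culture, the real one included, 12 gave as many calls, but a relabeling in 1 culture alone turns the effect of the method into an interaction (up to 754 calls), so this count does not measure chance. With the method kept, the replicate block in the fit and the 6 same-numbered pairs divided between the cultures in all 10 ways, the real division gave 213 calls and every other one 0, and 1 of 10 alone does not exclude chance. The count was 186 without monoculture No depletion replicate 1, 1 without monoculture No depletion replicate 2, 2 without replicate 3, 1 without any one of the monoculture EMBR-seq+ libraries, 1 and 3 without co-culture No depletion replicate 1 and 3, and 1 without co-culture EMBR-seq+ replicate 3. A biological explanation is not separable here, since poly-A depletion, growth time and the age of the seed culture changed with culture. So did the RNase H probe mix of the RNase H and EMBR-seq+ libraries.

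The change of 5S rRNA per mRNA read from EMBR-seq to EMBR-seq+ differed between species. On the log2 scale it was 0.71 in *E. coli*, −2.44 in *G. metallireducens*, −3.16 in *F. succinogenes* and −3.40 in the co-culture, so that *E. coli* differed by 3.15, 3.87 and 4.11 (exact p = 0.005 each over 400 permutations of the method within species, Benjamini-Hochberg 0.015 over 9 tests), with all 3 *E. coli* EMBR-seq+ libraries above the EMBR-seq libraries and all others below. That permutation also removes the effect of the method itself; exchanging the 3 ratios by replicate number between species instead gave no overlap and exact p = 0.1, the smallest possible. Table S2 lists no RNase H probe against 5S rRNA for *E. coli* and 1 for each other species, which may be the source. From No depletion to RNase H the *E. coli* log2 ratio was 0.35, against −4.51, −9.05 and −6.11 in the other data sets (exact p = 0.035 each, 0.0525 after adjustment). By replicate number the *E. coli* ratios ran from −0.44 to 1.58, and only replicate 3 rose. The highest such ratio in the other data sets was −3.42, in *G. metallireducens*. Too few reads are not the reason, as every *E. coli* No depletion and RNase H library held at least 5683 reads of 5S rRNA. Since only 1 species lacks the probe, its absence and any other property of the species cannot be told apart.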

How the results depend on the processing

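The alternatives named here were set before the data were examined, except DESeq2 together with another list of genes left out, which was chosen after seeing the data. The 16 rRNA percentages stayed within the replicate SD with 16S and 23S rRNA only and with reads pooled; leaving out 1 of 3 libraries cannot move a mean beyond that SD and says nothing here. All 200 of the 20 differences between preparations kept their direction. Groups of 3 libraries were not tested for extreme values.

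The lower rRNA content of EMBR-seq+ against EMBR-seq over the 4 data sets was −0.72 on the log2 scale (exact p = 0.00706). As percentage points it was −3.59 (exact p = 0.136, with the pairing by number left out). Leaving out 1 replicate number at a time gave −0.73 to −0.71, with exact p = 0.0540 without replicate 3, and leaving out *G. metallireducens* gave −0.46 (exact p = 0.0373). With the replicate block p was 0.000488.

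Of 240 alternative values of genes detected, 20 reversed. When RPM was computed without rRNA reads and without thinning, EMBR-seq+ minus No depletion was −102.0 at 100 RPM in *G. metallireducens*, −10.3 at 10 RPM in *F. succinogenes*, and −25.0 at 10 RPM and −34.7 at 100 RPM in the co-culture, and EMBR-seq+ minus EMBR-seq was −2.67 at 10 RPM in *G. metallireducens*, −7 at 1 RPM and −25.7 at 100 RPM in *F. succinogenes*, and −27.7 at 100 RPM in the co-culture. The gain over No depletion at these thresholds therefore depends on counting rRNA in the depth. Thinned to 500000 reads, the *F. succinogenes* difference from EMBR-seq at 100 RPM was −0.667. Leaving out 1 library, EMBR-seq+ minus EMBR-seq ranged in *G. metallireducens* from −7.33 to 10.2 at 1 RPM, −6.67 to 9.83 at 10 RPM and −70.2 to 21.2 at 100 RPM, in *F. succinogenes* from −12.7 to 3 at 10 RPM and −5.17 to 6.67 at 100 RPM, and in the co-culture from −3.33 to 71.7 at 10 RPM and −4.33 to 141 at 100 RPM.

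For Pearson r, 63 of 72 values stayed within the replicate spread. Between No depletion and EMBR-seq+ in *E. coli* r was 0.964 with all genes and a pseudocount of 1 RPM, 0.904 for genes with at least 10 reads in every library, 0.964 as a rank correlation, and 0.947 to 0.955 with 1 library left out; in *F. succinogenes* it was 0.891 for genes with at least 10 reads. Between EMBR-seq and EMBR-seq+ it was 0.993 with the pseudocount and 0.994 as a rank correlation in *E. coli*, and 0.996 as a rank correlation in *F. succinogenes*.

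Genes that differ between No depletion and EMBR-seq+ rose without the log2FC threshold from 170 to 1208 in *E. coli* (564 higher, 644 lower), from 228 to 1200 in *F. succinogenes* (566 higher, 634 lower) and from 15 to 31 in the co-culture. In *G. metallireducens* DESeq2 called 16 and the replicate block 52 instead of 3, and 1 library left out gave 0 to 115 (115 without EMBR-seq+ replicate 1, 0 without EMBR-seq+ replicate 2 or 3, 1 without No depletion replicate 3, 2 without No depletion replicate 1). In the co-culture DESeq2 called 29, the replicate block 29 and a fit of all 12 libraries 25, and 1 library left out gave 0 to 32 (32 without No depletion replicate 1, 7 without EMBR-seq+ replicate 1 or 2, 0 without replicate 3 of either method). The cause was not tested, but in *G. metallireducens* replicate 1 stood apart from replicates 2 and 3. In EMBR-seq+ it correlated with them at r = 0.930 and 0.919, against 0.963 between those 2. In EMBR-seq these values were 0.920 and 0.912 against 0.961. An unpaired fit counts such a difference, shared by libraries of one number, as spread within a group.

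Between cultures, 69 of 72 counts of genes higher and 62 of 72 of genes lower in co-culture stayed within 1.5 times. Without the log2FC threshold RNase H called 309 higher and 323 lower, EMBR-seq 437 and 329, and EMBR-seq+ 556 and 479. With no genes left out No depletion called 223 lower and RNase H 290, against 111 and 178, and with DESeq2 as well 232 and 284. Leaving out 1 library gave 70 to 151 lower genes in No depletion (70 without monoculture replicate 3) and 101 to 200 in RNase H (101 without monoculture replicate 2, 115 without co-culture replicate 3).

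The interaction gave 56 genes, 137 with DESeq2, 213 with the replicate block, and 1 to 186 with 1 library left out (186 without monoculture No depletion replicate 1; 1 without monoculture No depletion replicate 2, any monoculture EMBR-seq+ library, co-culture No depletion replicate 1 or co-culture EMBR-seq+ replicate 3; 2 without monoculture No depletion replicate 3; 3 without co-culture No depletion replicate 3).

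Of 828 alternative values of the 69 named genes between cultures 748 stayed, 66 were weaker, 8 stronger and 6 reversed, where reversed means the other sign with adjusted p below 0.05 in at least 1 of the 2 fits. In No depletion libraries log2FC was −0.0562 for 2706044874, −0.0422 for 2706043743, −0.89 for 2706045172, −0.39 for 2706043194 and 0.75 for 2706045574, and in RNase H libraries −1.09 for 2706045172. The sign also changed, with adjusted p above 0.05 in both fits, among others for 2706044441 (0.71; −0.0345 in No depletion, −0.42 in RNase H), 2706042977 (0.51; −0.56 and −0.18) and 2706044617 (−1.80; 0.0197 in RNase H, 1.11 in EMBR-seq). Of 143 values of the 12 genes named between No depletion and EMBR-seq+, 116 stayed and 27 were weaker.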

Differences from the paper's values

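The alternatives were set before the data were examined, except DESeq2 together with another list of genes left out, which was chosen after seeing the data.

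With *C. churrovis* the paper's text gives 247 genes upregulated in monoculture and 149 upregulated in co-culture for EMBR-seq+ (the paper's values). Here 147 were upregulated in monoculture and 257 in co-culture. For monoculture, 2 alternatives come within 1.5 times of the paper's value, no genes left out (187) and leaving out co-culture replicate 1 (183), and so does DESeq2 with no genes left out (189), a combination of 2 choices; which of the paper's genes these lose cannot be counted, as its list is not at hand. The others do not: DESeq2 149, DESeq2's size factors 153, no filter 147, at least 10 reads in 3 libraries 140, the replicate block 140, all 24 libraries 133, thinned libraries 138, no log2FC threshold 479, the EMBR-seq list left out 147 (148 with DESeq2), and other single libraries left out 124 to 155. For co-culture only thinning of each library (220) comes within 1.5 times; DESeq2 (246), DESeq2's size factors (249), no filter (254), at least 10 reads (251), the replicate block (239), all 24 libraries (250), no log2FC threshold (556), no genes left out (292; 281 with DESeq2), the EMBR-seq list left out (266; 250 with DESeq2) and single libraries left out (228 to 282) do not. With the cultures exchanged, the paper's 2 numbers and the DESeq2 counts of 149 and 246 differ by 0 and 1.

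Of the 18 genes of Table S5, 1 differs: gene 2706044265, among the genes that the bias filter leaves out, has −0.0147 (monoculture over co-culture) in the paper's table and 0.0130 here. The sign is the paper's with DESeq2 (−0.0144), with the replicate block, and without monoculture replicate 1 or 2 or co-culture replicate 3. It is not with DESeq2's size factors, without monoculture replicate 3 or co-culture replicate 1 or 2, or in No depletion, EMBR-seq or RNase H libraries. None of the 17 genes of Table S6 differs.

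The paper states that EMBR-seq+ detects the most genes over a range of thresholds in *E. coli* and the co-culture, and an increased number in the other 2 species. EMBR-seq+ alone had the highest mean from 1 to 1000 RPM in *E. coli* and was level with EMBR-seq at 5000 RPM and below EMBR-seq and RNase H at 10000 RPM (6 against 9 and 7); in the co-culture it was alone highest at 8 of 9 thresholds and level with EMBR-seq at 10000 RPM. In *F. succinogenes* and *G. metallireducens* it was above No depletion at every threshold, with rRNA reads counted in RPM. EMBR-seq alone was highest at 2 of 9 thresholds in *F. succinogenes* and at 4 in *G. metallireducens*, for instance 3242 against 3239 genes at 5 RPM.

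In Table S3, r between the means of No depletion and EMBR-seq+ is 0.974 in *G. metallireducens* (the paper's value), against 0.965 here, which lies within the replicate spread.

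The legend of Fig. 3D marks the RNase H and EMBR-seq+ groups as lower than No depletion by a permutation test in the *C. churrovis* co-culture. Here all 3 depleted groups, EMBR-seq included, lay below No depletion without overlap (exact p = 0.1, the smallest that 3 against 3 libraries can give).

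The paper states that EMBR-seq+ brings no technical bias in gene expression, and filters the genes that differ in *F. succinogenes*. Here r between No depletion and EMBR-seq+ was 0.940 to 0.974 over the 4 data sets, and 170 genes in *E. coli*, 228 in *F. succinogenes*, 15 in the co-culture and 3 in *G. metallireducens* differed. These fits were unpaired, although libraries of the same number pair in all but *E. coli*. A replicate block gave 52 genes in *G. metallireducens* and 29 in the co-culture, and DESeq2 gave 16 and 29. A low count in *G. metallireducens* therefore does not show that the method leaves its genes unchanged.

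Of the 25 CAZyme genes of Table S7 for *C. churrovis*, 24 were called in the paper's direction. GT2 gene 2706043879, listed as upregulated in monoculture, was not called (log2FC = −0.79); it is called with DESeq2 (−0.81), with DESeq2's size factors, with the replicate block, and without replicate 1 or 3 of either culture. In Table S6, 9 of 9 genes marked for *C. churrovis* passed the table's thresholds here, and 3 genes not marked, 2706045172 (log2FC = 0.60), 2706044438 (0.50) and, in the opposite direction, 2706044617 (−1.80), passed them as well; the last does not with DESeq2 (adjusted p = 0.127).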

Other observations

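Tests reported here on rRNA reads counted on genes, on the blocking primer and RNase H steps and on *G. metallireducens* 16S rRNA, the counts over other splits, the repeats by replicate number, the thinning between cultures and the tests on poly-A depletion and growth time were chosen only after the results were seen; the thinning for genes lower in EMBR-seq+ was set before.

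In *F. succinogenes* monoculture 224 of the 228 genes that differ between No depletion and EMBR-seq+ are lower in EMBR-seq+. If rRNA reads counted on genes inflated No depletion, RNase H libraries would show the fall too; instead the median log2(RNase H / EMBR-seq) of these genes was 1.74, close to the 1.89 of log2(No depletion / EMBR-seq+), and 217 of 224 were above 0. The median log2(RNase H / No depletion) was −0.05 and 0 of the 224 genes were called lower there (edgeR; 190 genes at unadjusted p below 0.05, 1 call by DESeq2), which argues against the RNase H step. With all 6 libraries thinned to 407153 mRNA reads 210 to 226 lower genes were called in 10 draws, which argues against depth. Over all genes above 20 RPM, log2(EMBR-seq / No depletion) correlated with log2(EMBR-seq+ / RNase H) at r = 0.932, and log2(RNase H / No depletion) with log2(EMBR-seq+ / EMBR-seq) at r = 0.307. With single libraries of 2 different replicate numbers, one for each ratio, the former was 0.765 to 0.881, so it does not rest on deviations that libraries of one number share. The hypothesis is that the blocking primer step, which EMBR-seq and EMBR-seq+ share, lowers a set of transcripts. Where the primers may anneal was not tested, since Table S2 gives the primer sequences but the coding sequences were not at hand. The real split was the 1 of 10 with as many calls, which alone does not exclude chance with 3 against 3 libraries.

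More genes were called between cultures in EMBR-seq+ (404) than in No depletion (280). The gap narrowed with all 24 libraries in one fit (383 against 355), with the replicate block (379 against 324) and with no genes left out (479 against 397), and widened without the log2FC threshold (1035 against 363) and without monoculture replicate 2 (354 against 201) or 3 (366 against 211) or co-culture replicate 1 (465 against 283) or 3 (388 against 207). Without monoculture replicate 1 (421 against 311) or co-culture replicate 2 (372 against 265) it was a little narrower. Deeper mRNA coverage could explain the gap, yet with all libraries thinned to 381822 mRNA reads EMBR-seq+ called 346 to 382 genes and No depletion 261 to 284 in 10 draws, so that depth accounts for part of the gap at most. For each of the 4 preparations the real split of monoculture and co-culture libraries was the 1 of 10 with as many calls, and chance cannot be excluded by this count alone.

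The differences between monoculture and co-culture carry other changes with them. Co-culture RNA was poly-A depleted while 0 monoculture libraries were, so that poly-A depletion and co-culture cannot be told apart by these libraries. The 1 co-culture library of total RNA without poly-A depletion shares 0 gene identifiers with the monoculture files and could not be compared gene by gene. In its final tube the bacterium also grew 24 hours longer before harvest in co-culture, and growth time and co-culture cannot be told apart either. The same holds for the bacterial seed culture, which was older for the monocultures. It also holds for the RNase H probe mix of RNase H and EMBR-seq+ libraries, which had fungal probes added in co-culture.

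In *G. metallireducens* the RNase H step alone left 16S rRNA nearly as it was: per mRNA read the log2 change from No depletion was −0.39, against −4.94 in *E. coli*, −2.65 in *F. succinogenes* and −2.48 in the co-culture. The differences did not pass adjustment (exact p = 0.08, 0.085 and 0.08 by permutation of the method within species, which also removes the effect of the method; 0.085 after Benjamini-Hochberg adjustment over 9 tests); exchanging the 3 ratios by replicate number between species gave no overlap and exact p = 0.1, the smallest possible. In *G. metallireducens* 16S reads per mRNA read were 0.443 to 0.906 in No depletion and 0.355 to 0.669 in RNase H. Too few reads are not the reason, since each of these libraries held at least 182443 reads of 16S rRNA. Probes that cut this 16S rRNA poorly are a candidate explanation, but EMBR-seq+ had 2.50-fold less 16S rRNA per mRNA read than EMBR-seq. Groups overlapped, yet all 3 same-numbered pairs fell, as they did from No depletion to RNase H (exact p = 0.25 each, the smallest that 3 pairs can give). Poor probes and another property of this species cannot be told apart with 3 pairs.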
